# STING enhances cell death through regulation of reactive oxygen species and DNA damage

**DOI:** 10.1038/s41467-021-22572-8

**Published:** 2021-04-19

**Authors:** Thomas J. Hayman, Marta Baro, Tyler MacNeil, Chatchai Phoomak, Thazin Nwe Aung, Wei Cui, Kevin Leach, Radhakrishnan Iyer, Sreerupa Challa, Teresa Sandoval-Schaefer, Barbara A. Burtness, David L. Rimm, Joseph N. Contessa

**Keywords:** Double-strand DNA breaks, Radiotherapy, Head and neck cancer

## Abstract

Resistance to DNA-damaging agents is a significant cause of treatment failure and poor outcomes in oncology. To identify unrecognized regulators of cell survival we performed a whole-genome CRISPR-Cas9 screen using treatment with ionizing radiation as a selective pressure, and identified STING (stimulator of interferon genes) as an intrinsic regulator of tumor cell survival. We show that STING regulates a transcriptional program that controls the generation of reactive oxygen species (ROS), and that STING loss alters ROS homeostasis to reduce DNA damage and to cause therapeutic resistance. In agreement with these data, analysis of tumors from head and neck squamous cell carcinoma patient specimens show that low STING expression is associated with worse outcomes. We also demonstrate that pharmacologic activation of STING enhances the effects of ionizing radiation in vivo, providing a rationale for therapeutic combinations of STING agonists and DNA-damaging agents. These results highlight a role for STING that is beyond its canonical function in cyclic dinucleotide and DNA damage sensing, and identify STING as a regulator of cellular ROS homeostasis and tumor cell susceptibility to reactive oxygen dependent, DNA damaging agents.

## Abstract (web summary)

The endoplasmic reticulum-localized adaptor STING regulates the innate immune response through its ability to sense DNA damage. Here the authors reveal that STING functions as a regulator of cellular ROS homeostasis and tumor cell susceptibility to reactive oxygen dependent, DNA damaging agents.

## Introduction

DNA-damaging agents such as chemotherapy (e.g. cisplatin) and radiation therapy are fundamental treatment modalities for the majority of malignancies, however, development of therapeutic resistance remains a significant problem that leads to tumor recurrence and death^1–3^. These therapies induce DNA double-strand breaks (DSBs) and other DNA lesions^1–3^, which has led to intense study of DNA repair proteins as potential targets for enhancing these treatments^4^. Conversely, targets that alter cellular environments to enhance or reduce DNA damage are less well understood. While an array of enzymes such as peroxidases, catalases, and super oxide dismutases are known to directly influence free radical homeostasis^5^, few upstream regulators other than the Keap1/NRF2 antioxidant sensing pathway^5,6^ have been identified in tumors, thus limiting strategies to manipulate this essential determinant of DNA damaging agent efficacy.

Genetic screens have been employed to functionally interrogate specific biological processes and for target identification in diverse biological systems^7–9^. Until recently genome-wide screens in mammalian cells have typically utilized RNA interference (RNAi) based methodologies. However, these approaches are limited, frequently with partial target suppression or off-target effects that lead to false-positive or negative results^10,11^. Specifically, it has been shown that off-target depletion of RAD51 is a common source of false positives from RNAi and as such RNAi is not well-suited to the study of DNA-damaging treatments such as radiation^12^. While there has been successful identification of previously unrecognized molecules involved in regulating DNA damage, these studies have typically been performed with RNAi or have utilized DNA-repair focused libraries, thus limiting the discovery of DNA damage effectors to known components of the DDR (e.g. canonical DNA repair proteins)^12–14^. CRISPR (clustered regularly interspaced short palindromic repeats)-Cas9 based genetic engineering has provided significant improvements for whole-genome screens due to more complete target suppression and fewer off target effects^7,8,15,16^. We therefore conducted an unbiased, genome wide CRISPR-Cas9 screen using radiation as a selective pressure for cell survival in order to identify novel targets and mechanisms for enhancing cancer therapies.

The endoplasmic reticulum-localized adaptor, STING (stimulator of interferon genes), is a critical regulator of the innate immune response through its ability to sense DNA damage via its recognition of cyclic dinucleotides and activate transcription of interferons and other cytokines^17,18^. While STING plays a role in the regulation of immune-mediated (extrinsic) responses to DNA damage via control of the CD8 + T-cell response, its role in controlling tumor cell intrinsic accumulation of DNA damage remains relatively uncharacterized^19–22^. Using genome-wide CRISPR-Cas9 screening we have made the unexpected discovery that STING loss alters redox homeostasis in tumor cells, identifying STING as an actionable target for reducing therapeutic resistance.

## Results

### Whole-genome CRISPR-Cas9 screen to identify novel regulators of DNA damage

We performed a CRISPR-Cas9 screen using ionizing radiation as a selective pressure to identify novel genetic determinants of DNA damage. We generated Cas9-expressing FaDu head and neck squamous cell carcinoma (HNSCC) cells and verified that the Cas9 endonuclease does not alter cellular sensitivity to DNA damage (Supplementary Fig. 1a, b). It has been reported that multiple rounds of selection pressure at a dose that reduces survival to ~50% can enhance the sensitivity of genetic screens^23^, therefore the radiation dose that killed 50% of cells by clonogenic survival analysis (2 Gy) was used for these experiments. FaDu-Cas9 expressing cells were screened with the human Genome-Scale CRISPR Knockout (hGeCKO v2) library containing 123,411 individual gRNAs (guide RNAs) targeting 19,050 genes^15^. The overall schema of the screen is shown in Fig. 1a. Briefly, irradiated cells were treated with four daily doses of 2 Gy and cells were collected 14 days after the final radiation dose to allow for cell death to occur. Genomic DNA was isolated and gRNAs were PCR amplified and sent for next-generation sequencing. More than 90% of gRNAs were detected in all samples (Supplementary Fig. 1c). Using Model-based Analysis of Genome-wide CRISPR-Cas9 knockout (MAGeCK) analysis^24^, *TMEM173* gRNA enrichment with an FDR-corrected *P*-value of 0.005 was found for irradiated vs. unirradiated samples (Fig. 1b and Supplementary Table 1). *TMEM173* encodes the protein STING, a critical component of the innate immune machinery with a well-recognized role in regulating the immune-mediated and extrinsic response to radiation treatment in tissues^20,25^. The enrichment of gRNAs in the CRISPR-Cas9 screen suggests that STING also has an intrinsic role in regulating tumor cell sensitivity to DNA damage.

**Fig. 1:**
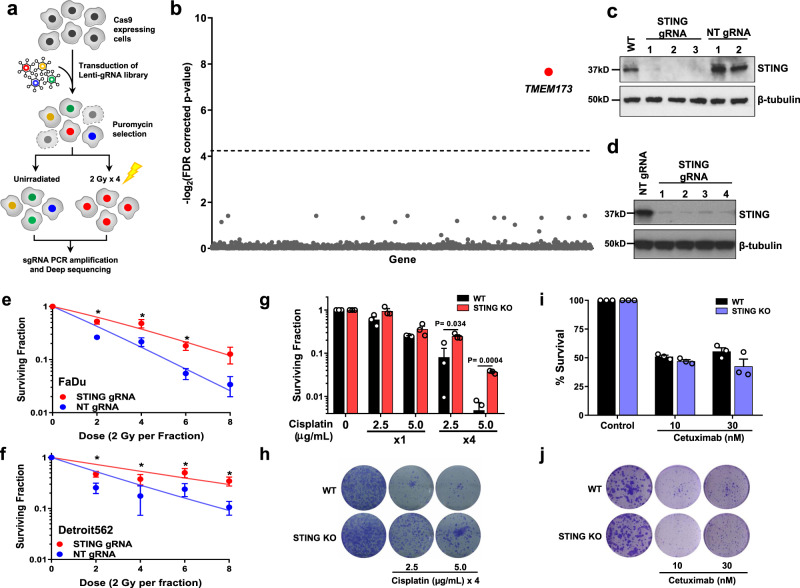
STING loss confers resistance to DNA-damaging agents. **a** Schematic of CRISPR-Cas9 screen in FaDu cells aimed at identifying regulators of DNA damage. **b** Scatter plot showing genes corresponding to gRNAs that were significantly enriched in irradiated populations (*n* = 3 independent experiments) using MAGeCK analysis. **c** Immunoblot of FaDu isogenic STING knockout cells constructed with three independent STING gRNAs and two non-targeting (NT) gRNAs. Immunoblots are representative of two independent experiments. **d** Immunoblot of Detroit562 isogenic STING knockdown (dCas9) cells. Clonogenic survival analysis of FaDu STING KO (**e**) or Detroit562 STING silenced (**f**) cells treated with the indicated dose of ionizing radiation (2 Gy per fraction/day). Immunoblots are representative of two independent experiments (NT gRNA 1 and STING gRNA 4) or one independent experiment for STING gRNAs 1–3. In **e**, **f** error bars represent SEM from three independent experiments. In **e** *P*-values for 2, 4, and 6 Gy are 0.0002, 0.0002, and 0.04 as determined by unpaired, two-tailed *t*-tests without multiple comparison correction. In **f** *P*-values for 2, 4, 6, and 8 Gy are 0.03, 0.049, 0.01, and 0.02 as determined by unpaired, two-tailed *t*-tests without multiple comparison correction. Quantification (**g**) and representative images (**h**) of clonogenic survival analysis of FaDu WT and STING KO cells treated with Cisplatin as indicated. Error bars represent SEM from three independent experiments. analyzed by unpaired, two-tailed *t*-tests without multiple comparison correction. Quantification (**i**) and representative images (**j**) of clonogenic survival analysis of FaDu WT and STING KO cells treated with cetuximab. Error bars represent SEM from three independent experiments.

### STING controls tumor cell survival to DNA damaging agents

STING expression modifies the immune-mediated anti-tumor effects of ionizing radiation in vivo^20,25^. A mechanism for STING’s control of DNA damage is not known, though an indirect link through disruption of the cell cycle has been suggested^26^. To test the hypothesis that STING intrinsically regulates tumor cell sensitivity to DNA damage, we constructed three independent CRISPR-Cas9 STING knockouts (KO) in FaDu cells utilizing three individual gRNAs (Fig. 1c). Dose response clonogenic survival analysis with repeated doses of ionizing radiation (1–4 treatments of 2 Gy), similar to our screening regimen, showed that STING KO significantly enhances cell survival (Fig. 1e and Supplementary Fig. 1d). To confirm that these findings were due to STING KO, rather than an off-target effect, we performed genetic complementation experiments with STING over-expression in FaDu STING KO cells, and our results show that STING over-expression (Supplementary Fig. 1f) restored tumor cell sensitivity to ionizing radiation (Supplementary Fig. 1g). The role of STING in regulating cell survival after radiation exposure was also tested in the Detroit562 cell line using CRISPRi. Detroit562 cells with dCas9 expression were transduced with either a STING-targeting or non-targeting gRNA, and STING silencing was confirmed by immunoblotting (Fig. 1d). Clonogenic survival analysis was then performed with radiation treatment regimens described above. STING silencing (Fig. 1f and Supplementary Fig. 1e) also significantly enhanced cell survival after radiation treatment.

Tumor cell survival after cisplatin treatment, a DNA damaging chemotherapy used in HNSCC, was also tested. STING KO significantly enhanced resistance to cisplatin, particularly in the setting of multiple drug doses (~3–7-fold increase in resistance *P* < 0.04) as measured by clonogenic survival (Fig. 1g, h). In contrast cell survival after treatment with cetuximab, an EGFR antibody also used in HNSCC, showed that STING loss had no effect on cell death caused by blockade of kinase signaling (Fig. 1i–j). Together these results indicate that loss of STING confers resistance to DNA damaging therapies.

### STING regulates tumor radiosensitivity in vivo

Stromal STING expression is required for maximal response to high-dose single fraction radiation treatment via interaction with CD8 + T cells^20^. However, the contribution of tumor STING expression to the in vivo radiation response has not been determined. Given our data suggesting that STING expression affects tumor cell survival after radiation exposure, we therefore used T-cell deficient athymic nude mice to minimize contributions of the adaptive immune tumor response and tested the effects of STING loss on tumor growth after treatment with ionizing radiation in vivo. Mice-bearing STING WT (with a non-targeting gRNA) or STING KO tumors were randomized to receive fractionated radiation or no radiation as depicted in Fig. 2a. The growth curves for FaDu tumors corresponding to each treatment are shown in Fig. 2b. While the growth of WT and STING KO FaDu tumors were no different, irradiated STING KO tumors showed faster growth kinetics consistent with enhanced survival after radiation-induced DNA damage. Tumor growth delay, calculated as time to reach a volume of 600 mm^3^ (i.e. tumor tripling), in STING WT tumors was ~3-fold longer than STING KO tumors (Fig. 2c; 31.1 vs 10.43 days; *P* = 0.019). We also tested the effect of radiation on tumor growth in Detroit562 STING silenced xenografts (Fig. 2d). Consistent with the results from FaDu xenografts, loss of STING protein expression in Detroit562 tumors conferred significant resistance to radiation treatment with ~3-fold longer growth delay compared to STING expressing tumors (Fig. 2e; 16.9 vs 5.1 days; *P* < 0.0001). Of note, one control tumor did not regrow and we assumed growth by Day 30 to provide a conservative estimate of the difference. In summary, these data indicate that in the absence of an intact immune system, loss of tumor cell STING expression confers resistance to ionizing radiation.

**Fig. 2:**
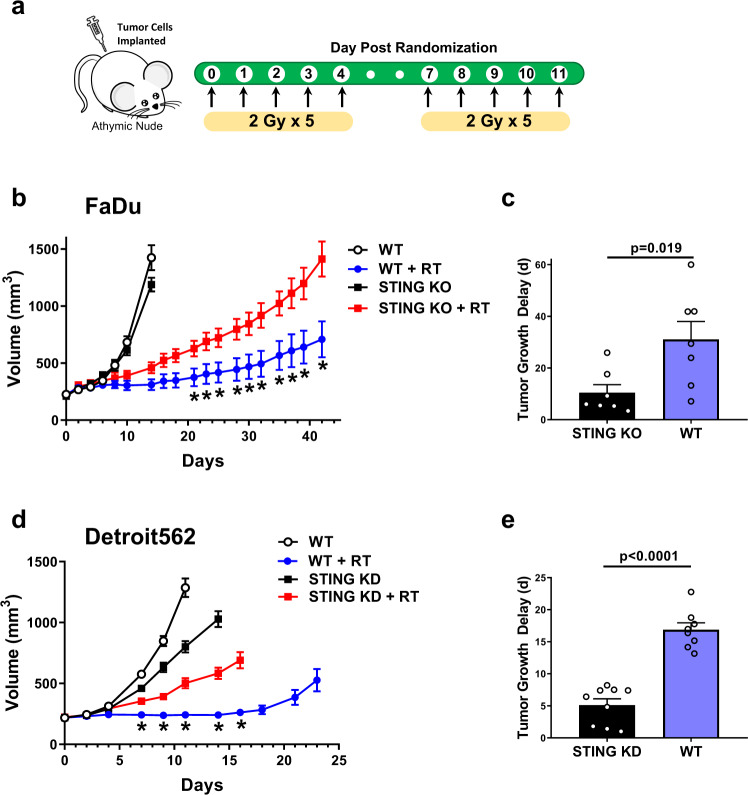
STING controls the in vivo response to radiation. **a** Schematic of in vivo tumor growth delay experiments and fractionated treatment protocol with ionizing radiation. **b** Tumor growth curves for tumors generated from WT or STING KO FaDu cells implanted subcutaneously in athymic nude mice (error bars represent SEM for *n* = 6 for unirradiated groups and *n* = 7 for irradiated groups). *P-values for 21, 23, 25, 28, 39, 32, 35, 37, 39, and 42 days are 0.04, 0.02, 0.01, 0.005, 0.003, 0.0007, 0.0003, <0.0001, <0.0001, and <0.0001 based on two-way ANOVA with Fisher’s LSD post-hoc analysis without multiple comparison correction. **c** Quantification of tumor growth delay from radiation treatment (time to reach 600 mm^3^) from **b** (error bars represent SEM of *n* = 7 WT tumors and *n* = 7 STING KO tumors; *P*-value from unpaired, two-tailed Student’s *t* test). **d** Tumor growth delay curves from WT or STING silenced Detroit562 tumors (error bars represent SEM of *n* = 9 tumors for STING KD + RT group and *n* = 8 for all others). *P-values for 7, 9, 11, 14, and 16 days are 0.049, 0.002, <0.0001, <0.0001, and <0.0001 based on two-way ANOVA with Sidak post-hoc multiple comparison correction. **e** Quantification of tumor growth delay from radiation treatment (time to reach 600 mm^3^) from **d** (error bars represent SEM of *n* = 8 WT tumors and *n* = 9 STING KD tumors; *P*-value from unpaired, two-tailed Student’s *t* test).

### STING regulates induction of DNA damage

Radiation induces cell death primarily via induction of DNA DSBs and we sought to determine whether STING KO alters the amount of DNA damage using an analysis of γH2AX foci, shown to correspond to DNA DSBs^27^. We found that STING deficient cells have a significantly lower proportion of γH2AX foci positive cells 6 or 24 h after radiation exposure in both FaDu (57.4% vs 38.9%; *P* = 0.004 and 35.3% vs 21.3%; *P* = 0.003 respectively; Fig. 3a, b) and Detroit562 cells (85.8% vs 68.5%; *P* = 0.005 and 68.1% vs 34.5%; *P* = 0.0004 respectively; Fig. 3c, d). These results show that loss of STING expression is directly associated with higher levels of DNA damage. In agreement with these findings, analysis of DNA double strand breaks using the neutral comet assay demonstrated statistically significant reductions of tail moment at baseline and immediately after radiation exposure for STING KO cells (24.1 vs 17.6; *P* = 0.012 and 43.3 vs 33.4; *P* = 0.024), as well as a ~3-fold higher reduction at 24 h after radiation exposure (33.2 vs 12.2; *P* < 0.0001; Fig. 3e, f), demonstrating that STING KO causes a reduction of DNA double strand breaks.

**Fig. 3:**
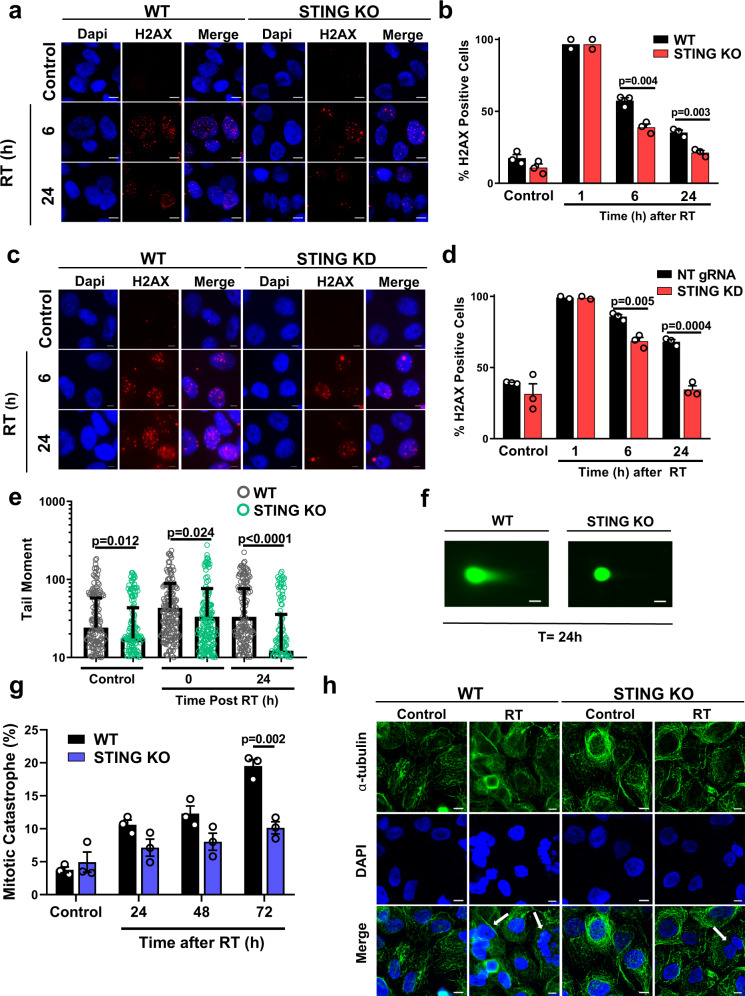
STING loss reduces radiation-induced DNA damage. Representative images (**a**) and quantification (**b**) of radiation-induced γH2AX foci in WT and STING KO FaDu cells at the indicated times after RT (1 Gy × 4). Representative images (**c**) and quantification (**d**) of radiation-induced γH2AX foci in WT and STING KD Detroit562 cells at the indicated times after RT (1 Gy × 4). In **a** and **c** scale bares are 10 μm. In **b** and **d** error bars represent SEM from 2 (1 h post RT) or 3 (0 Gy, 6 and 24 h post RT) independent experiments, analyzed by unpaired, two-tailed *t*-tests without multiple comparison correction. Quantification (**e**) and representative images (**f**) of neutral comet assay foci performed in WT and STING KO FaDu cells at the indicated times after RT. Error bars in **e** represent SD for at least 195 cells from three independent experiments, scale bar is 30 μm, analyzed by unpaired, two-tailed *t*-tests without multiple comparison correction. Quantification (**g**) and representative images (**h**) of radiation-induced mitotic catastrophe in WT and STING KO FaDu cells at the indicated times after RT (1 Gy × 4). Arrows highlight examples of cells with multiple distinct nuclear lobes, a marker of mitotic catastrophe. Error bars represent SEM from three independent experiments, scale bar is 10 μm, analyzed by unpaired two-tailed *t*-test with Bonferroni–Sidak multiple comparison correction.

Radiation-induced cell death as a consequence of DNA damage in non-hematopoietic cells typically occurs via mitotic catastrophe^28^, which is evidenced by the presence of multiple distinct nuclear lobes within a cell^29–31^. Given the significant decrease in persistent DNA damage after radiation in STING KO cells, we examined cellular markers of mitotic catastrophe after radiation exposure. Indeed, STING loss significantly reduced the proportion of cells displaying multiple nuclear lobes (10.1% vs 19.5% at 72 h; *P* = 0.002; Fig. 3g, h). Although, STING has been reported to affect the distribution of cells in the S phase of the cell cycle^26^, no cell cycle changes were observed in this CRISPR-Cas9 KO model system (Supplementary Fig. 2a) at baseline or after radiation. Together these data show that STING loss regulates cell survival by reducing the amount of DNA damage.

### STING regulates ROS homeostasis

STING has a well characterized role in the innate immune response via its transcriptional control and activation of several downstream signaling pathways (e.g. TBK1/IRF-3 and ISG15)^17,32–34^. 

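FaDu is an established human HNSCC cell line, and STING is encoded by the gene listed as TMEM173. RNA was collected from FaDu cells with STING (STING WT) and from FaDu STING KO cells, either unirradiated or after 4 daily fractions of 2 Gy, with 3 libraries in each of the 4 groups and 12 libraries in all. For Figs. 2-4 the paper's methods name a single STING gRNA and a single non-targeting gRNA for FaDu, the latter carried by the WT cells. The libraries thus replicate 1 pair of cell populations, and no p-value here separates STING loss from other differences between them. Polyadenylated RNA was sequenced as paired ends, and the authors deposited a single table of transcripts per 1000000 (TPM) for genes with versioned Ensembl identifiers. Each library sums to 1000000 in that table, so the values keep no read depth, and the number of reads behind a value is unknown. The paper's text does not name the aligner, the quantification tool or the annotation used. A TPM of at least 1 was listed for 14949 to 15140 genes in the unirradiated WT libraries (median 15074), 14860 to 14940 in the unirradiated KO libraries (median 14916), 15168 to 15292 in the irradiated WT libraries (median 15224) and 15079 to 15153 in the irradiated KO libraries (median 15088). The 10 most abundant genes held at most 10.8% of the TPM of any library. Across genes, which are not independent replicates, Pearson's r of log2(TPM + 1) between libraries of the same group lay between 0.983 and 0.987.

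The authors used DESeq2, a method for counts, and counts were not used here, so the TPM values were tested on a log scale instead. Values of log2(TPM + 1) entered limma for the 15973 genes with a TPM of at least 1 in 3 or more of the 12 libraries. All 12 libraries shared one fit with 4 group means, from which the KO effect in unirradiated and in irradiated cells, the radiation effect in WT and in KO cells, and their interaction were taken. A Benjamini-Hochberg adjusted p under 0.05 was the threshold. Log2 fold changes are on the log2(TPM + 1) scale unless stated otherwise, and the pseudocount of 1 makes them understate the change of genes with low TPM. Genes were placed on GRCh38 by matching their identifiers to GENCODE release 29, which was possible for 57980 of them.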

We therefore performed RNA-Sequencing (RNA-Seq) in our FaDu cells with and without STING KO to identify alterations in STING-dependent transcription that contribute to improved cell survival after exposure to ionizing radiation. DeSeq2 analysis showed that over 1000 genes were significantly altered in STING KO as compared to STING WT cells (Supplementary Data 1; FDR-corrected *P*-value < 0.05), with significant enrichment of genes involved in the interferon gamma pathway (Fig. 4a). 

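TMEM173 (ENSG00000184584.12), the gene for STING, lies on the minus strand of chromosome 5 of GRCh38 from 139475534 to 139482935. Its TPM was 21.7, 23.5 and 21.1 in the 3 unirradiated WT libraries and 5.18, 5.29 and 6.96 in the 3 unirradiated KO libraries. After radiation it was 26.1, 21.4 and 21.7 in WT and 6.35, 7.41 and 7.08 in KO libraries. Every KO library was below every WT library in each arm (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change in unirradiated cells was -1.77 (SE 0.11, limma adjusted p = 1.2e-05).

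Of the 15973 genes tested, 276 were past the threshold for STING KO against STING WT in unirradiated cells, 202 lower and 74 higher in KO, and 2292 had an unadjusted p under 0.05. Of the 276 genes, 56 changed at least 2-fold, 53 of them downward. The KO and WT libraries did not overlap for any of the 276 genes, nor for 20.6% of all tested genes, where chance alone gives 10%. The count moved most when only the 6 unirradiated libraries were fitted, to 103 genes. With each library left out in turn it ranged from 172 to 292, the lowest without unirradiated KO replicate 2. The paper's Supplementary Data 1 lists 1075 genes, of which 1038 could be tested here. Of these, 1021 (98.4%) changed in the direction the paper lists, and 259 were past the threshold. The paper's list comes from the same libraries, so this agreement in direction is not independent evidence.

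The interferon gamma pathway was examined with a list of 200 interferon-gamma response genes, compiled from general knowledge before the data were examined, which is not the Hallmark set of Fig. 4a. Of the 163 list genes tested, 127 were lower in unirradiated KO cells, with a median log2 fold change of -0.21. The 52 list genes past the threshold were all lower, and 71 genes passed when adjusted over the list alone. As a set the list was lower in KO (camera with a preset inter-gene correlation of 0.01, adjusted p = 2.3e-25 over 10 lists), and this call held under fry (adjusted p = 7.4e-06) and with an estimated correlation (adjusted p = 0.029). The median moved most with no filter on low values, to -0.15. Averaged over the list, each library's log2(TPM + 1) lay at 0 ± 0.080 (SD, n = 3) in WT, by construction, and at -0.58 ± 0.029 (SD, n = 3) in KO.

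OASL (ENSG00000135114.12; chromosome 12, 121019111 to 121039242, minus strand) had the largest decrease, from 147 ± 24.5 TPM in WT to 1.06 ± 0.041 TPM in KO (SD, n = 3 each), a log2 fold change of -6.16 (SE 0.12, adjusted p = 2.0e-09). HERC5 came next, followed by IFIT2 (-4.49, SE 0.10, adjusted p = 4.6e-09), IFIT3 (-3.99, SE 0.15, adjusted p = 2.3e-07) and DDX60 (-3.85, SE 0.11, adjusted p = 1.4e-08). IFIT2 and IFIT3 overlap LIPA on the opposite strand, and whether the authors' quantification used strand is not stated. Increases were smaller. AC079305.1, which lies within NFE2L2 on the opposite strand, rose by 1.31 (SE 0.19, adjusted p = 0.0048), KRT4 by 1.20 (SE 0.11, adjusted p = 1.6e-04), ALDH1A1 by 0.93 (SE 0.12, adjusted p = 0.0022) and SERPINB3, whose paralog SERPINB4 could share its reads, by 0.91 (SE 0.17, adjusted p = 0.019). The adjusted p of SERPINB3 rose to as much as 0.092 across the alternative fits, and so past the threshold. AC012184.2, which overlaps DDX19B and DDX19A on the same strand, was listed at 0 in all 3 WT libraries and at 1.22 ± 0.53 TPM in KO (SD, n = 3; adjusted p = 0.013, up to 0.090 across the alternative fits).

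**Figure D1:**
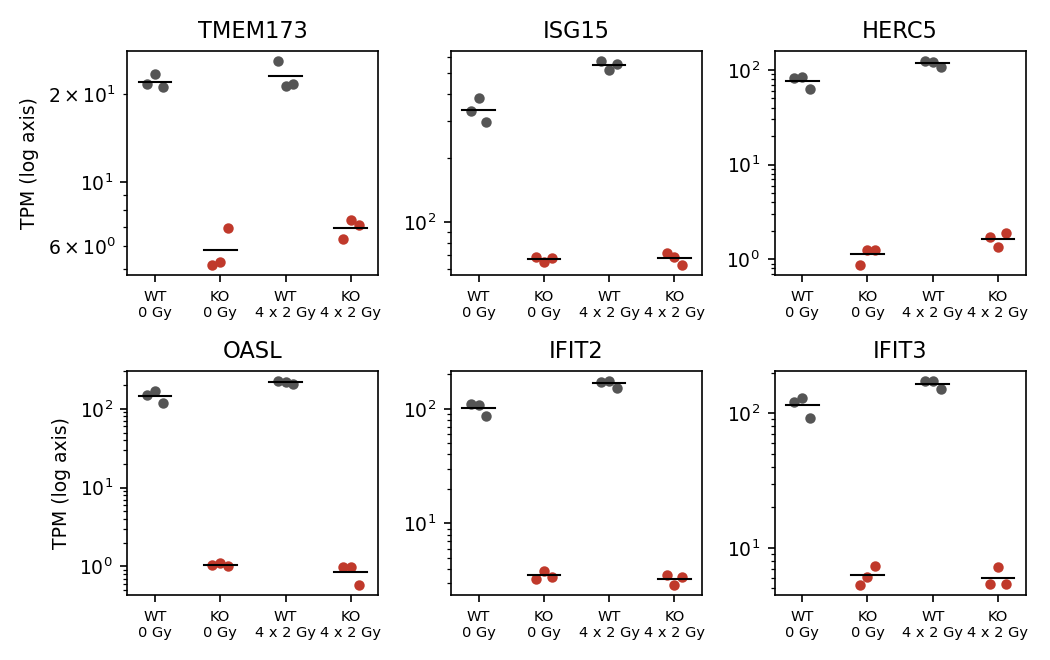
TPM of TMEM173 and 5 of the interferon-stimulated genes in each of the 12 libraries (points) with the mean of each group (bar), on a log axis whose range differs between panels, for unirradiated cells (0 Gy) and cells given 4 fractions of 2 Gy. In each panel the 6 KO libraries lie below the 6 WT libraries.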

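For the genes ranked as the 150 largest decreases in STING KO, the paper's Supplementary Data 2 lists each library's value relative to the mean of the unirradiated WT libraries. All 150 of its entries equal the deposited TPM divided by that mean, within 0.001. In 4 entries the symbol differs from the one at the same rank of Supplementary Data 1. Entry 19 holds IFI44L in place of IFI44, entry 21 RBMX2 in place of MX2, entry 68 PODXL2 in place of PODXL and entry 99 ZNF106 in place of ZNF10. The log2 ratio of mean TPM between unirradiated KO and WT cells was -3.51 for IFI44, -3.04 for MX2, -1.41 for PODXL and -0.63 for ZNF10. It was -4.17 for IFI44L, -0.081 for RBMX2 and 0.033 for ZNF106, while PODXL2 had a mean of 0.013 TPM in WT and 0.017 TPM in KO. The genes of Supplementary Data 1 were therefore used, of which 130 were tested.

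The mean of log2(TPM + 1) over the 130 genes, relative to unirradiated WT cells, was -1.27 ± 0.025 in unirradiated KO cells, 0.28 ± 0.015 in irradiated WT cells and -1.11 ± 0.033 in irradiated KO cells (SD, n = 3 libraries each), against an SD of 0.064 for the unirradiated WT libraries. No library of one group overlapped with those of another in any of the 4 comparisons of KO with WT or of irradiated with unirradiated cells (two-sided exact permutation tests, p = 0.1 each, the smallest possible). The paper chose these genes on the unirradiated libraries, so the unirradiated difference is not independent evidence, and the radiation effects share unirradiated libraries with that choice. In 100 simulations of unchanged groups, taking the 130 lowest genes without the paper's filter on significance gave a mean radiation effect of -0.49 in WT and 0.51 in KO cells and a difference of 1.00 between them, so a rise in KO cells can come from the choice of genes. The simulated genes had no true KO effect, with a mean of -0.0086 in irradiated libraries against -1.39 for the real list. The simulations therefore cannot give the size of this selection in the real list.

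The fold changes by which the paper ranked the genes follow the unirradiated libraries. Over 1066 listed genes, their Pearson's r with the log2 ratio of mean TPM was 0.98. Whether irradiated libraries entered the paper's test of significance is not stated. Among the irradiated libraries, the difference between KO and WT was -1.39 on this scale, and 125 of the 130 genes were lower in KO. Of these, 92 were past the threshold, and 105 when adjusted over the list alone. The irradiated difference moved most when genes needed a mean TPM of at least 5, to -1.81. Radiation raised the list in WT cells, with all but 24 genes higher, 26 past the threshold and 48 when adjusted over the list alone. In KO cells it rose by 0.17, with 93 genes higher, 10 past the threshold and 14 when adjusted over the list alone. The difference between the radiation effects in KO and WT cells averaged -0.12 over the list. As a set, that difference was past 0.05 with camera and not with fry.

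**Figure D2:**
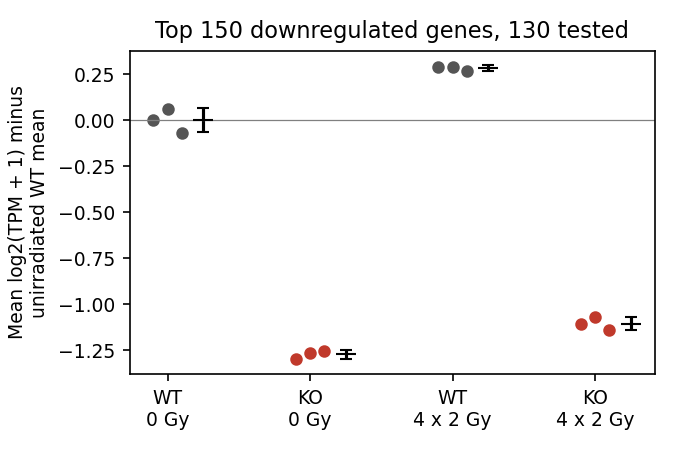
Mean of log2(TPM + 1) over the 130 tested genes of the top 150 list minus the mean of the unirradiated WT libraries, for each of the 12 libraries (points), with the mean and SD of each group of 3 (horizontal and vertical bars). Irradiated WT libraries lie between 0.27 and 0.29, and irradiated KO libraries between -1.14 and -1.07.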

Analysis of the top 150 downregulated genes is shown in Fig. 4b, and STING KO reduced both basal and radiation-induced expression of these transcripts (Supplementary Data 2). At the protein level STING dependent signaling was enhanced by radiation with both induction of ISG15 levels and enhanced TBK-1 phosphorylation, effects that were eliminated by STING loss in both the Detroit527 and FaDu HNSCC cells (Fig. 4c, d). 

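ISG15 (ENSG00000187608.8) lies on the plus strand of chromosome 1 of GRCh38 from 1001138 to 1014540 and encodes a ubiquitin-like protein induced by interferon. Its TPM was 338 ± 44.4 in unirradiated WT cells and 67.2 ± 2.24 in unirradiated KO cells (SD, n = 3 each), a log2 fold change of -2.30 (SE 0.087, limma adjusted p = 2.3e-07). HERC5 (ENSG00000138646.8; chromosome 4, 88457117 to 88506163, plus strand) encodes the main ligase that attaches ISG15 to other proteins. It fell from 77.0 ± 12.2 TPM to 1.12 ± 0.22 TPM, a log2 fold change of -5.19 (SE 0.13, adjusted p = 6.7e-09). KLF4 (ENSG00000136826.14; chromosome 9, 107484852 to 107490482, minus strand), a transcription factor, fell from 23.7 ± 5.29 TPM to 5.62 ± 0.77 TPM, a log2 fold change of -1.88 (SE 0.16, adjusted p = 1.5e-04). DUOX2 (ENSG00000140279.12; chromosome 15, 45092650 to 45114344, minus strand), an NADPH oxidase, was listed at 0.13 ± 0.015 TPM in WT and 0.046 ± 0.025 TPM in KO cells (SD, n = 3 each), below the filter on low values. Its 3 WT libraries lay above its 3 KO libraries (two-sided exact permutation test, p = 0.1, the smallest possible), and the log2 ratio of the means without a pseudocount was -1.53. With no filter on low values, its log2 fold change was -0.11 (limma adjusted p = 0.85).

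Over-representation was tested with a list of 126 genes that regulate reactive oxygen species, compiled before the data were examined and different from the gene-ontology term. The background was the 15973 genes tested, which include 98 list genes (0.614%). The 276 genes past the threshold hold 8 of them (2.90%), an odds ratio of 5.17 (two-sided Fisher's exact test, p = 2.9e-04). Among these were ISG15, HERC5, KLF4, CDKN1A, TGFB1 and IL1B, which were lower in KO, and F2RL1, which was higher. The odds ratio moved most with no filter on low values, to 10.2, where the background holds more genes. Among the tested genes of the paper's Supplementary Data 1, 17 of 1039 entries were on the list, an odds ratio of 3.05 (p = 1.8e-04). ISG15, HERC5, KLF4 and DUOX2 were named by the paper from these libraries. Without these 4, the list had 5 genes among the 276, an odds ratio of 3.20 (Fisher's exact test, p = 0.024), and 14 among the 1039, an odds ratio of 2.50 (p = 0.0049).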

ISG15 is one of several genes (e.g. HERC5, KLF4, DUOX2)^5,35,36^ identified by RNA-seq that is involved in regulation of reactive oxygen homeostasis^35^, and Panther-based gene-ontology analysis of the 1075 genes significantly affected by STING KO showed enrichment of genes involved in ROS-related pathways (e.g. “regulation of reactive oxygen species metabolic process”; *P* = 0.006). 

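By their median, the 98 tested genes of the list of reactive oxygen species regulators shifted little in unirradiated KO cells. Their median log2 fold change was -0.032, with 57 genes lower and 41 higher, and it was 0.0025 after quantile normalization. Of these genes 8 were past the threshold, and 15 when adjusted over the list alone. Camera did not place the list apart from other genes (adjusted p = 0.38 with the preset and 0.50 with an estimated correlation), whereas fry, which tests the list without reference to other genes, did (adjusted p = 2.7e-04), as did fgsea (normalized enrichment score -1.92, adjusted p = 0.0022). The average of the list, which the strongly lowered genes weigh on, was -0.15 ± 0.0091 in KO relative to 0 ± 0.043 in WT (SD, n = 3 libraries each). In irradiated cells the average was -0.083 ± 0.029 in KO and 0.085 ± 0.016 in WT, with a median log2 fold change of -0.044 between them.

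Of 17 NADPH oxidase genes, 8 were tested, 4 lower and 4 higher in unirradiated KO cells (median -0.022, camera adjusted p = 0.94), and the median was 0.034 for genes with a mean TPM of at least 5. The 33 tested antioxidant genes had a median of -0.0077 (camera adjusted p = 0.73), with 1 gene past the threshold and 2 when adjusted over the list alone. The median of 28 NRF2 target genes was 0.069, with 19 genes higher (camera adjusted p = 0.037), a call that was lost under fry (adjusted p = 0.059) and with an estimated correlation (adjusted p = 0.12). It had 1 gene past the threshold, which was lower in KO, and 2 when adjusted over the list alone.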

Given this downregulation of genes involved in ROS pathways by STING KO, we measured differences in radiation-induced ROS in our HNSCC cell line models. Using CM-H2DCDFA as a marker of cellular ROS, we found STING KO suppressed radiation-induced ROS generation by a factor of ~3 (5185 vs 14,500 at 24 h; *P* < 0.0001; Fig. 4 e, f). Glutathione peroxidase (GPX), an antioxidant molecule repressed by ISG15 and responsible for the reduction of H_2_O_2_ to water^37^ was also shown to have increased activity by ~1.5-fold in STING KO cells compared to controls following radiation treatment, providing a direct mechanism for decreased ROS levels after STING KO (Fig. 4g, h). Collectively, these data indicate that STING is an upstream regulator of cellular ROS.

**Fig. 4:**
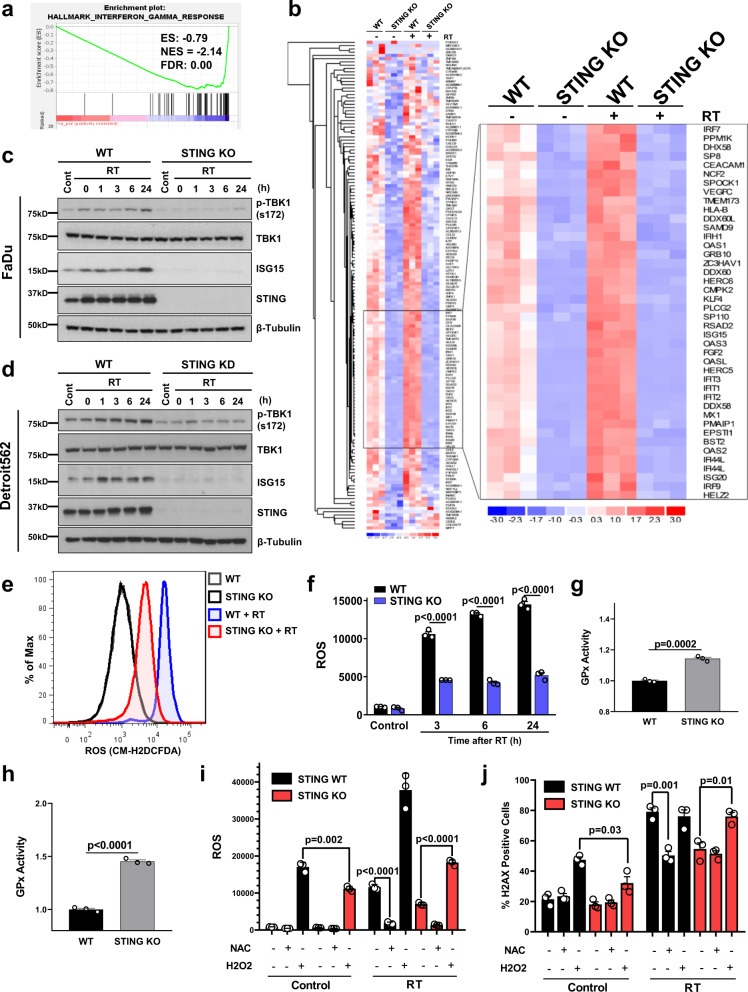
STING loss alters the cellular transcriptome and ROS homeostasis. **a** Gene set enrichment analysis (GSEA) plot of Hallmark IFNγ response in FaDu WT and STING KO cells. **b** Heatmap of the top 150 significantly downregulated genes in STING KO cells compared with WT. The inset identifies several critical genes in the ROS and ISG15 pathway with inhibited expression at baseline and prevention of radiation-induced expression. Immunoblots in FaDu (**c**) and Detroit562 cells (**d**) examining baseline and radiation-induced STING pathway activation for STING-regulated genes identified by RNA-Seq analysis. Immunoblots are representative of two independent experiments. Representative curves (**e**) and quantification (**f**) of flow cytometry-based analysis of ROS (measured by CM-H2DCFDA) in FaDu WT and STING KO cells. Error bars represent SEM from three independent experiments, analyzed by unpaired, two-tailed *t*-test without multiple comparison correction. Analysis of glutathione peroxidase (GPx) activity in FaDu WT and STING KO cells at baseline (**g**) and after radiation (**h**). In **g** and **h** error bars represent SEM from three independent experiments, analyzed by unpaired, two-tailed Student’s *t* test. **i** Flow cytometry-based analysis of ROS (measured by CM-H2DCFDA) in FaDu WT and STING KO cells treated with NAC (2 mM) or H_2_O_2_ (10 μM), or 6 h after RT (2 Gy × 4). Error bars represent SD from three independent experiments, analyzed by unpaired, two-tailed *t*-test. **j** Analysis of γH2AX foci in WT and STING KO FaDu cells treated with NAC (2 mM) or H_2_O_2_ (10 μM), or 6 h after RT (1 Gy × 4). Error bars represent SEM from three independent experiments, analyzed by unpaired, and two-tailed *t*-test without multiple comparison correction.

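The inset of Fig. 4b names 41 genes, all of which were tested. Every one was lower in KO than in WT cells and past the threshold (limma), in unirradiated cells (median log2 fold change -1.71) and in irradiated cells (median -1.89). After radiation all 41 rose in WT cells (median 0.53), 17 past the threshold and 30 when adjusted over the list alone. In KO cells 25 rose and 16 fell (median 0.044), and none was past the threshold either over all genes or when adjusted over the list alone, with 7 at an unadjusted p under 0.05. The pseudocount compresses radiation effects of inset genes with low TPM in KO cells, and its share in the smaller median there was not tested. The difference between the radiation effects was downward for 39 of the 41 genes (median -0.47). It was past the threshold over all genes for 0 of them, with 21 at an unadjusted p under 0.05, and for 18 when adjusted over the list alone, a list that the paper chose on these libraries.

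ISG15 rose with radiation from the unirradiated level to 548 ± 26.7 TPM in WT cells (log2 fold change 0.70, SE 0.087, adjusted p = 0.0019) and stood at 67.8 ± 4.53 TPM in irradiated KO cells (SD, n = 3 each), a change of 0.0099 (adjusted p = 0.97) from unirradiated KO cells. The difference between these radiation effects was -0.69 (SE 0.12, adjusted p = 0.27). HERC5 reached 117 ± 8.75 TPM in irradiated WT cells (0.61, SE 0.13, adjusted p = 0.032) and 1.65 ± 0.27 TPM in irradiated KO cells (0.32, adjusted p = 0.22). At this low TPM the pseudocount compressed the change of HERC5 in KO cells. Without it, the log2 ratio of mean TPM with radiation was 0.61 in WT and 0.56 in KO cells. Irradiated and unirradiated libraries did not overlap for HERC5 in either genotype. KLF4 changed by 0.32 in WT (adjusted p = 0.34) and by 0.50 in KO cells (adjusted p = 0.13). DUOX2 was at 0.13 ± 0.018 TPM in irradiated WT cells and at 0.14, 0.59 and 0.080 TPM in the irradiated KO libraries.

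Over all genes, 3 were past the threshold for the difference between the radiation effects in KO and WT cells, and 1056 had an unadjusted p under 0.05. MPP7 had a difference of 1.21 (SE 0.083, adjusted p = 5.5e-04), MRE11 of 1.01 (SE 0.12, adjusted p = 0.035) and AHNAK of 0.87 (SE 0.092, adjusted p = 0.018). MRE11 and AHNAK were no longer past the threshold in 9 and 6, respectively, of the 12 fits that left out a library. The 163 tested interferon-gamma response genes had a median radiation effect of 0.075 in WT cells (camera adjusted p = 0.0022, 0.33 with an estimated correlation). Of these genes, 24 were past the threshold and 39 when adjusted over the list alone. The median in WT cells lay between 0.046 and 0.11 when each library was left out in turn. In KO cells it was -0.010 (camera adjusted p = 0.21), with 10 genes past the threshold and 18 when adjusted over the list alone.

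From ISG15 and other genes of reactive oxygen homeostasis identified by RNA-Seq, and from its gene-ontology analysis, the paper reasons that STING KO downregulates genes of ROS pathways, which led it to measure radiation-induced ROS (Fig. 4e, f). With the measurements of ROS and GPX activity, the paper concludes that STING is an upstream regulator of cellular ROS.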

To directly examine the relationships between STING loss, ROS production, and DNA damage, we treated cells with either the ROS scavenger, *N*-acetyl cysteine (NAC), or with hydrogen peroxide (H_2_O_2_; Fig. 4i). Measurements of ROS after H_2_O_2_ treatment were significantly reduced in STING KO cells. This finding demonstrates a change in redox homeostasis and greater capacity for STING KO cells to metabolize ROS, which is consistent with our observation of elevated GPX activity following STING KO (Fig. 4g, h). Indeed, H_2_O_2_ treatment alone caused significantly more DNA damage, as measured by the number of γH2AX positive cells, in STING WT vs KO cells (Fig. 4j). In the setting of radiation treatment, NAC treatment reduced radiation-induced γH2AX levels of STING WT cells to that of STING KO cells. Conversely H_2_O_2_ treatment of STING KO cells increased radiation-induced γH2AX levels to those seen in the STING WT cells, demonstrating that ROS supplementation is sufficient to restore the extent of DNA damage. Together these results indicate that STING regulates transcriptional programs that suppress ROS metabolism, and thus primes the cellular environment for DNA damage initiated by H_2_O_2_ or ionizing radiation.

### STING expression levels are associated with HNSCC outcomes

HNSCC patients are frequently treated with DNA damaging therapies (i.e. radiation and cisplatin), and because our data show that low STING expression is associated with therapeutic resistance, we sought to probe HNSCC patient outcomes dichotomized by STING levels. First we analyzed STING expression in the TCGA HNSCC cohort and found that low STING mRNA is associated with worse overall survival (OS; Fig. 5a; *P* = 0.03). To further investigate these findings we used a second HNSCC patient cohort with primary site biopsies of oropharyngeal SCCs (*n* = 52; Supplementary Table 2) to analyze STING protein expression. Because a prior study did not find an association of STING with cancer specific survival (CSS), we used an AQUA-based fluorescent analysis in order to provide continuous scoring of protein expression in tissue samples^38,39^. In agreement with the RNA expression, low STING protein measured across the entire specimen was associated with significantly worse progression-free survival (PFS; Fig. 5b; *P* = 0.007).

**Fig. 5:**
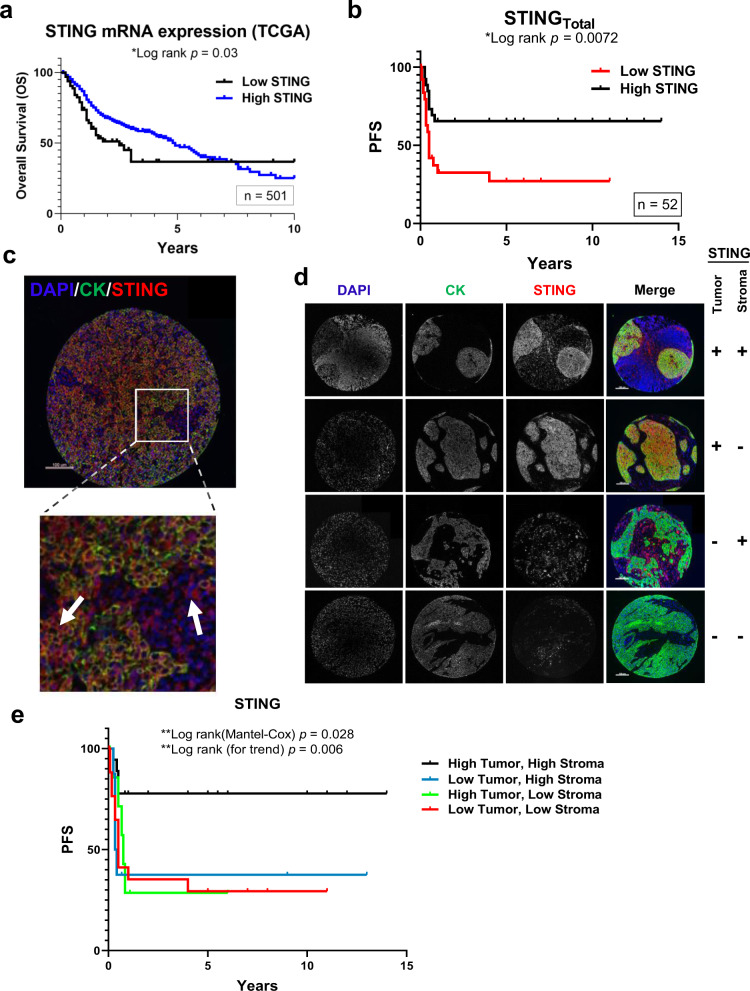
STING expression and outcomes in HNSCC. **a** Kaplan–Meier curves of HNSCC TCGA cohort stratified by STING mRNA expression (low vs high). **b** Kaplan–Meier curves of patients stratified by total STING expression (low vs high). **c** Representative images of TMA spot from **b** stained for DAPI, cytokeratin (tumor mask), and STING. Arrows indicated STING staining in both compartments (tumor and stroma). **d** Representative images of TMA spots illustrating grouping of TMA specimens into four groups based upon compartmental STING expression. Each patient specimen was stained once due to lack of material, with images representative of their respective groups: **b** (from entire patient cohort) or **d** (groups defined in **e**). **e** Kaplan–Meier curves of patients stratified by four groups identified in **d**. All statistical analysis was performed by log-rank testing with *P*-values as indicated in graphs. Scale bars are 100 μm in **c** and **d**.

For this AQUA analysis tumor specimens were co-stained for STING, cytokeratin (tumor marker), and DAPI (nuclear marker; Fig. 5c), and it was evident that STING expression could clearly be localized to both tumor and stromal compartments (Fig. 5c). Given the understanding of STING’s extrinsic effects via enhancement of anti-tumor immune responses and our discovery that STING regulates tumor cell survival after DNA-damaging treatment through ROS, we analyzed patient outcomes based on tumor or stroma STING protein levels. The data show that low STING in either the tumor (*P* = 0.012) or stromal (*P* = 0.025) compartment is associated with a significantly worse progression-free survival (PFS; Supplementary Fig. 3f, g). This finding suggests that both tumor intrinsic and extrinsic STING protein levels may be factors associated with tumor progression. We therefore stratified tumor patients into four groups based on high/low compartmental STING expression and found that the group with high STING in both the tumor and stroma had a significantly improved PFS (Fig. 5e). In addition, this compartmental analysis outperformed total STING levels (Fig. 5b) with a 5-year PFS of 78% vs 65%, suggesting that compartmental expression patterns should also be considered in future biomarker analyses. Overall, these patient data support the in vitro and in vivo findings that tumor cell STING levels are a significant determinant of cell survival following exposure to DNA damage. In addition, they suggest a strong rationale for investigating STING expression as a predictive biomarker.

### An intravenous STING agonist enhances the efficacy of radiation therapy

Our data suggest that STING regulates the amount of DNA damage and thus tumor cell survival, a finding that is relevant for most patients with locally advanced HNSCC. We therefore asked whether STING activation with a next-generation, intravenous STING agonist (SB11285) would enhance efficacy of radiation in therapeutic models of HNSCC. Mice bearing FaDu or Detroit562 tumors were randomized into four treatment groups when tumors reached ~200 mm^3^: control (saline vehicle), radiation (2 Gy × 5), SB11285 (6 mg/kg), or the combination of radiation and SB11285 treatment was delivered. Radiation treatment or SB11285 alone had modest effects on FaDu tumor growth, however, the combination of SB11285 and radiation significantly inhibited tumor growth and prolonged the time to tumor doubling (median time to tumor doubling 7.7 vs 18.5 days for RT and RT + SB11285 respectively; *P* < 0.0001; Fig. 6a, b). From a toxicity perspective, the treatment was well tolerated with a transient, <10% weight loss associated with administration of SB11285 (Fig. 6c). A similar enhancement of radiation by SB11285 was observed in Detroit562 tumors (median time to tumor doubling 11.2 vs 17.1 days for RT and RT + SB11285 respectively; *P* < 0.0001; Fig. 6d, e). To examine the contribution of tumor STING expression to the efficacy of RT + SB11285 we used the same experimental design and treatment groups for the syngeneic MOC1 HNSCC tumor cell model implanted in C57BL/6J mice (Fig. 6f, g). Consistent with the literature, MOC1 cells have minimal STING expression (Fig. 6f)^40^. Radiation treatment or SB11285 alone had modest effects on tumor growth, and in contrast to our previous results, the combination of SB11285 with RT did not produce an additive delay in tumor growth relative to RT alone (Fig. 6g). Together these experiments demonstrate that systemic administration of a STING agonist in combination with radiation enhances local control in HNSCC and suggests STING expression in the tumor is required for maximal therapeutic effects. In summary we propose a model where STING loss represses the generation of ROS, reduces treatment-induced DNA damage, and results in inferior therapeutic responses (Fig. 6i).

**Fig. 6:**
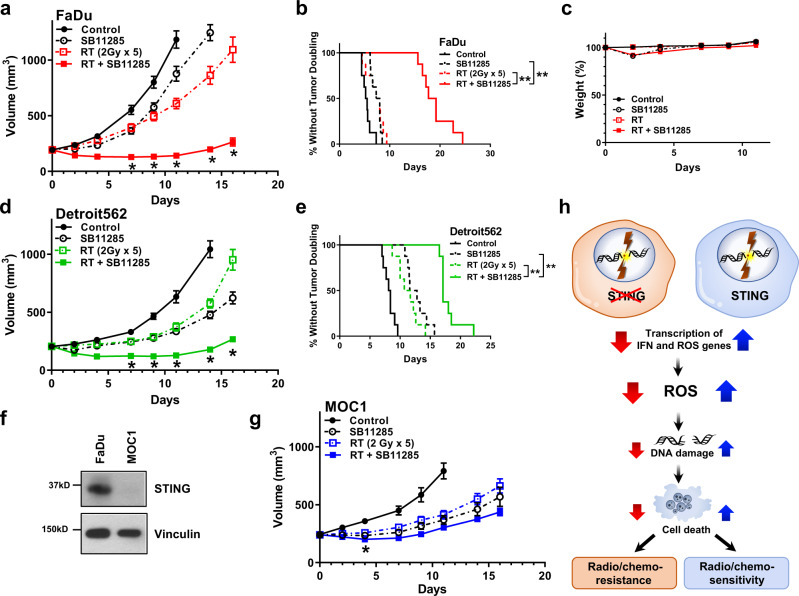
Novel STING agonist SB11285 enhances in vivo response to radiation therapy. **a** FaDu tumor growth curves for each treatment group. Error bars represent the SEM of *n* = 8 mice per treatment group; *P-values for 7, 9, 11, 14, and 16 days are 0.0007, 0.0003, 0.0002, 0.0007, and 0.002 (RT + SBP11285 compared to RT) based on two-way ANOVA with Sidak post-hoc multiple comparison correction. **b** Kaplan–Meier curves of percent tumors without tumor doubling (400 mm^3^). Statistical analysis was performed by log-rank testing (*n* = 8 per treatment group), with **P < 0.0001. **c** Weight as stratified by treatment group (*n* = 8 mice per group). **d** Detroit 562 growth curves for each treatment group. Error bars represent the SEM of *n* = 8 mice per treatment group; *P-values for 7, 9, 11, 14, and 16 days are 0.001, 0.002, 0.002, 0.0002, and 0.002 (RT + SBP11285 compared to RT) based on two-way ANOVA with Sidak post-hoc multiple comparison correction. **e** Kaplan–Meier curves of percent tumors without tumor doubling (400 mm^3^). Statistical analysis was performed by log-rank testing (*n* = 8 per treatment group), with **P < 0.0001. **f** Western blots of STING expression in FaDu and MOC1 cells and are representative of two independent experiments. **g** MOC1 tumor growth curves for each treatment group. Error bars represent the SEM of *n* = 6 mice per treatment group; *P = 0.03 (RT + SBP11285 compared to RT) based on two-way ANOVA with Sidak post-hoc multiple comparison correction. **h** Proposed model of tumor intrinsic STING loss leading to treatment resistant phenotype.

## Discussion

To identify unrecognized genes that alter cellular survival in combination with DNA damaging agents and have the potential to inform new therapeutic strategies, we performed a whole-genome CRISPR-Cas9 screen with the selective pressure of ionizing radiation. Whereas previous efforts to perform similar screens have utilized RNAi-based approaches (either with whole-genome or targeted libraries), CRISPR-Cas9 has the advantage of more complete target suppression and potentially fewer off target effects^16^. Results from our screen showed an enrichment of *TMEM173*/STING KO, suggesting that STING loss enhances cell survival in the setting of DNA damage. In agreement, STING KO or silencing using CRISPR-Cas9 increased tumor cell resistance to both radiation and cisplatin treatment. RNA-Sequencing revealed that cellular transcription programs for ROS, the radicals that cause DNA damage, were reduced by STING KO, and associated with less DNA damage and enhanced tumor cell survival. To extend these findings to clinical scenarios we also examined the relationships between STING mRNA or protein expression and patient outcomes using the TCGA or a HNSCC tissue microarray (TMA), respectively. While both analyses are in agreement with our in vitro and in vivo studies and showed that low STING is associated with worse outcome, quantitative immunofluorescence of primary tumors specified that reduced STING expression in tumor cells is associated with tumor progression. This compartmental analysis thus provides further support for STING’s tumor cell intrinsic role in mediating therapeutic response. In pursuit of translating these findings to preclinical models, we validated STING as an actionable target with SB11285, a small molecule STING agonist currently undergoing evaluation in clinical trials, and demonstrated enhancement of standard fractionated radiation therapy regimens. Together these results identify STING as a critical determinant of ROS homeostasis that alters tumor survival after radiation exposure, and also shows that activation of this pathway may be a principal strategy to enhance outcomes in HNSCC.

The canonical cyclic guanosine monophosphate (GMP)-adenosine monophosphate synthase (cGAS)-STING signaling pathway involves the recognition of cytosolic DNA by cGAS, the production of 2′-3′-cyclic GMP-AMP (cGAMP), and activation of STING leading to the transcription of type I IFNs and other cytokines^22,41–43^. For high dose, single fraction in vivo radiation treatment (and other DNA damaging agents), it has been shown that STING-dependent cytokines are important mediators of tumor cell killing^19,20,44,45^, and that radiation-induced cell death is at least in part dependent on a CD8+ adaptive immune response^20^. The importance of the immune system is also supported by experiments in IFNAR1 (Interferon-α receptor 1) KO mice where anti-tumor effects of radiation are also reduced^19^. In addition, results from immunocompetent mouse models show that recognition of cGAMP by stromal STING is responsible for enhanced immune cell infiltration and immune-mediated cell death after radiation^21^. These results show that STING signaling plays an important role in the extrinsic (immune-mediated) response to radiation. Our results diverge from these findings and highlight a mechanistically different role for STING, showing that it alters free radical homeostasis and induction of DNA damage per se. Although recent work has suggested that reduction of STING with RNAi leads to accumulation of cells in a cell cycle phase that is more resistant to DNA damage^26^, our experiments using CRISPR-Cas9 to knock out STING function did not show changes in cellular proliferation or cell cycle distribution. Instead, our data show that STING loss imparts resistance to radiation through an increase in tumor ROS metabolism, and experiments using T-cell deficient immunocompromised mice support a role for STING’s regulation of tumor cell intrinsic radiosensitivity. Our results are also in agreement with recent data suggesting that the cGAS-STING pathway is important in promoting mitotic cell death in response to taxanes^46^ and in regulating sensitivity to TNFα upon BRCA2 inactivation^47^. Our study thus highlights a multi-faceted role for STING in regulating both the magnitude of DNA damage in addition to the promotion of an adaptive immune response.

Ionizing radiation induces DNA DSBs through two mechanisms; by ionization of electrons that directly interact with DNA or by indirect activation of electrons through generation of ROS species such as the hydroxyl radical. The indirect activation of electrons by ROS accounts for two-thirds of radiation-induced DNA DSBs and is therefore the critical mediator of cell death caused by ionizing radiation and select cytotoxic chemotherapies^5,48^. We show that STING modulates the expression of numerous interferon-related genes both at baseline and in response to radiation, with a subset of these STING-regulated genes involved in control of ROS. Consistent with these transcriptional changes we show that loss of STING leads to a reduction of ROS at baseline and after exposure to ionizing radiation or H_2_O_2_. The magnitude of this effect following radiation treatment (a reduction by 2–3-fold) is remarkable, predicts significant reduction in DNA damage, and is borne out by measurements of reduced γH2AX foci, comet tail moment, and markers of mitotic catastrophe in STING KO cells. Several studies have implicated components of the cGAS-STING signaling pathway in the control of DNA repair directly but with varying effect on cell survival^49–51^. In contrast our data show that rather than a direct effect on DNA repair, STING controls ROS homeostasis thus regulating the susceptibility for subsequent DNA damage. It has also recently been shown that GPX dependent ROS regulates STING directly, indicating a feedback loop that balances STING activity and expression with ROS homeostasis may be operative^52^. Our findings are highly relevant for cancer therapeutic strategies, and suggest that treatments reliant on ROS will be more effective in tumor cells with high levels of STING expression whereas therapies that do not rely upon ROS generation for their efficacy may be more relevant in the setting of STING loss.

In our preclinical models of HNSCC we show that loss of STING indeed causes resistance to ionizing radiation and cisplatin treatment. To investigate the clinical relevance of these findings we examined outcomes for HNSCC patients first using STING mRNA levels in the TCGA dataset and second through an analysis of protein expression in an oropharyngeal SCC TMA using AQUA. Both cohorts show that lower integrated STING values from each sample type are associated with worse patient outcomes. Based on our new understanding of the intrinsic contributions of STING to tumor cell survival after treatment with DNA damaging agents, we undertook a compartmental analysis of STING protein expression that was afforded by tumor cell definition with cytokeratin and quantitative immunofluorescence. This analysis confirmed that low tumor cell STING levels alone (as well as low stromal levels alone) are associated with tumor progression, and support the importance of the tumor cell intrinsic function of STING signaling with respect to therapeutic resistance. We were unable to perform multivariate analysis in the TMA samples due to our patient cohort size (*n* = 52), which limited the statistical power to further characterize interactions of STING with other clinicopathologic features (e.g. HPV status) and as such is the subject of future study. That patient outcomes were best differentiated by an analysis of compartmental STING expression and not by an integrated value across the sample suggests that this approach may be superior for investigating the predictive and prognostic potential of STING as a biomarker. A second observation from our preclinical models is that STING KO does not alter the anti-tumor effects of therapeutic agents such as cetuximab, which has a mechanism of action independent of ROS. Considering that a significant percentage of tumors have low STING, our data suggest the need to consider the efficacy of ROS-independent therapies such as cetuximab in tumors with low STING expression, as well as to identify strategies specifically aimed at improving outcomes in these patients.

Activation of the STING pathway to stimulate the host immune response and to enhance tumor control has recently been pursued in preclinical models^53–55^. To this end, STING pathway agonists are being tested either as monotherapies or in combination with immune checkpoint inhibitors in clinical trials. However, testing of STING pathway agonists as monotherapies, such as intratumoral delivery of MK-145, have not demonstrated significant responses^56^. Our study shows that concurrent delivery of SB11285, a cyclic dinucleotide-based STING agonist that is intravenously available and has recently begun evaluation in clinical trials, improves the efficacy of radiation therapy in HNSCC tumors. Our data are in line with previous studies that have shown enhancement of radiation effects with intratumoral STING agonist injection (e.g. cGAMP or RR-CDG)^20,57^, but our findings of successful i.v. administration suggest a path for rapid integration into standard HNSCC radiation treatment regimens. Although previous work has shown a role for STING for only high dose, single fraction radiation treatment, we show marked effects by manipulating STING in combination with the lower daily doses (i.e. 2 Gy) routinely used in clinical management. While others have shown that the anti-tumor effect of high dose radiation is partially dependent upon an extrinsic and adaptive immune response (specifically through the actions of CD8+ T-cells^20,58^), we now reveal a tumor cell intrinsic role for STING in regulating DNA damage. In addition, from a biomarker perspective, our experiments in syngeneic tumors with low STING expression show no significant enhancement of radiation efficacy by SB11285 and suggest that combinations of radiation therapy and a STING agonist would be most efficacious in tumors with intact STING expression. Moreover our preclinical data indicate that clinical evaluation of STING agonists in combination with radiation therapy deserves attention.

To our surprise, the only statistically significant result in our screen was STING. Clearly there are other regulators of the cellular radioresponse (e.g. *ATM, BRCA1/2, PRKDC*, and *RAD51*) that were not identified by our screening effort^59^. Screens that have identified components of the DNA repair machinery have traditionally used single exposures of drug or radiation^13^. In contrast our screen was constructed in a manner that serially reduced the surviving fraction by 50%, and was based upon previous genetic screening efforts suggesting this enhances their sensitivity^23^. Our data show that under this selective pressure, STING is a dominant factor that regulates DNA damage in HNSCC. STING may also play a more significant role in regulation of DNA damage in the context of multiple repeated genotoxic insults at doses that are clinically relevant, and this experimental design difference thus provides a reasonable explanation for why STING has not been identified in prior screening efforts.

In summary, we have performed an unbiased-whole-genome CRISPR-Cas9 screen with ionizing radiation to identify novel regulators of DNA damage. Our results show that STING (a protein with an established role in sensing cyclic dinucleotides) is also a regulator of reactive oxygen homeostasis, and that STING loss leads to enhanced ROS metabolism and therapeutic resistance to DNA damaging agents. These findings are supported by analyses of HNSCC patient outcomes that show low STING levels correlate with worse outcomes, suggesting that STING should be investigated as a biomarker in tumor types routinely treated with DNA damaging agents. Finally, we also demonstrate that STING activation in vivo enhances radiation therapy, an insight that warrants evaluation of STING agonists with DNA-damaging therapies in clinical trials.

## Methods

### Cell lines and treatment

The human head and neck squamous cell carcinoma cells lines FaDu and Detroit562 were obtained from American Type Culture Collection (ATCC). Both cell lines have been validated by STR profiling by ATCC. HEK293T cells used for lentiviral production were a kind gift from Dr. Ryan Jensen (Yale University, New Haven CT). MOC1 cells were purchased from Kerafast. FaDu, Detroit562, and HEK293T were cultured in DMEM supplemented with 10% FBS (Gibco, Life Technologies). MOC1 cells were cultured in IMDM with Ham’s nutrient mixture (Gibco, Life Technologies), supplemented with 5% FBS (Gibco, Life Technologies), 1% Penicillin-Streptomycin (Gibco, Life Technologies), 5 mg/L insulin (Sigma-Aldrich), 40 μg/L hydrocortisone, and 5 μg/L EGF (R&D Systems). All cells were cultured in a humidified incubator with 5% CO_2_, and they were kept in culture no more than 6 months after resuscitation from the original stocks. Mycoplasma cell culture contamination was routinely ruled out using MycoAlert Mycoplasma Detection Kit (Lonza). Cell cultures were irradiated using a Precision X-Ray 320 kV orthovoltage unit at a dose rate of 2.3 Gy/min with a 2-mm aluminum filter (Precision X-Ray Inc). Fractionated radiation was delivered, consistent with our CRISPR screen and as is done clinically. All in vivo experiments used 5 daily fractions of 2 Gy (as is done in standard clinical radiation experiments). Doses for in vitro experiments were chosen so as to not saturate experimental output with respect to cell death and is indicated in the respective figure legend. Quality assurance was performed monthly using a P.T.W. 0.3 cm^3^ ionization chamber calibrated to NIST standards and quarterly dosimetry using thermoluminescent dosimeter-based or ferrous sulfate-based dosimeters. Cells were treated with Hydrogen Peroxide (H_2_0_2_) (Sigma-Aldrich) diluted in sterile water or freshly prepared n-acetyl cysteine (NAC; Sigma-Aldrich) dissolved in sterile water at the indicated concentrations just prior to irradiation.

### Clonogenic survival analysis

For fractionated (FaDu and Detroit562) radiation experiments, cells were irradiated as indicated and twenty-four hours after RT cells were washed, trypsinized, and plated at clonal density in six-well plates to determine clonogenic survival. For cisplatin treatment, cisplatin (dissolved in PBS) was added to cells in serum free media for 1 h, cells were then washed twice, and complete growth media was added. In all, 24 h after final cisplatin dose, cells were washed, trypsinized, and plated at clonal density in six-well plates. For cetuximab treatment, cetuximab containing complete growth media was added to cells at clonal density and left for the duration of the experiment. In total, 10–14 days after seeding plates were stained with 0.25% crystal violet in 80% methanol. Colonies with >50 cells were counted. The surviving fraction of each sample was calculated as the ratio between the number of colonies counted divided by number of cells seeded and the plating efficiency, thus normalizing for plating efficiency differences with treatment (e.g. gene silencing/knockout). Representative images displayed in Fig. 1h–j have been taken to ensure the same number of cells seeded per well between the STING WT and STING KO conditions in that treatment group (e.g. same number of cells in 10 nM cetuximab-treated STING WT and STING KO wells). Clonogenic survival differences for each treatment were compared using survival curves generated from the linear quadratic equation as previously described^60^.

### Immunoblot analysis

Immunoblot analyses were performed as previously described^61^. Primary antibodies are listed in Supplementary Table 3 with their respective concentrations. Nitrocellulose-bound primary antibodies were detected with anti-rabbit IgG horseradish peroxidase-linked antibody or anti-mouse IgG-horseradish peroxidase-linked antibody (EMD-Millipore) and detected by Amersham ECL detection reagent (GE Healthcare).

### CRISPR-Cas9 screening

The human GeCKOv2 CRISPR knockout pooled library was a gift from Feng Zhang (Addgene # 1000000049) and generated as described previously^15^. For each replicate of the pooled screen ~1.6 × 10^8^ Cas9-expressing cells were transduced at a MOI of ~0.3 with lentivirus produced by co-transfecting HEK293T cells with the packaging plasmids psPAX2 and pMD2.G (Addgene #12260 and 12259) and the aforementioned CRISPR-KO (GeCKOa and GeCKOb) library followed by selection with 2 µg/mL puromycin (Gibco) for 7 days. After puromycin selection pooled cells were irradiated (2 Gy daily for 4 days) with a Precision X-Ray 320 kV orthovoltage unit. In total, 14 days after the final radiation treatment cells were collected with unirradiated cells from the same experiment used as a control. Genomic DNA isolation was performed using QIAamp DNA Blood Columns (Qiagen, Hilden, Germany) and gRNA sequence were amplified using a two-step PCR reaction as described in Chen et al.^9^ with maintenance of ~400x coverage of the GeCKO library. All PCR reactions were performed using Phusion Flash High Fidelity Master Mix (Thermo, F548L). Primers and barcode sequence are listed in Supplementary Table 4. Sequencing was performed with Illumina HiSeq single-end 75 bp reads. Reads were aligned to index sequences using the Bowtie aligner, and a maximum of one mismatch was allowed in the 20-bp gRNA sequence. The number of uniquely aligned reads for each library sequence was calculated after alignment for each of the three biologically independent replicates. Differential gRNA expression was analyzed in R using the Model-based Analysis of Genome-wide CRISPR/Cas9 Knockout (MAGeCK) method^24^. Briefly the MAGcCK algorithm normalizes read counts using median normalization followed by mean variance modeling to capture the relationship of mean and variance in the replicates. The statistical significance of each sgRNA is determined by using the learned mean-variance model). Robust rank aggregation (RRA) is utilized to determine essential or enriched genes and a FDR-corrected *p* value is determined. FDR-corrected *p*-value ≤ 0.05 was considered statistically significant.

### CRISPR-Cas9 and dCas9 cell line generation

Cells were transduced with lentivirus containing Cas9 (lentiCas9-Blast; Addgene #52962) or dCas9 (lenti-dCas9-KRAB-blast; Addgene #89567). gRNAs were cloned into lentiGuide-Puro (Cas9 system; Addgene #52963) or pU6-sgRNA EF1Alpha-puro-T2A-BFP (dCas9 system; Addgene #60955) as previously described^15,62^. gRNA sequences are listed in Supplementary Table 4. Lentivirus was produced as above, and cells were transduced followed by puromycin selection. STING protein expression loss was confirmed by immunoblotting. STING gRNA 2 (FaDu) and 4 (Detroit562) and Non-targeting gRNA 2 (FaDu) were used for all downstream experiments Figs. 2–4 and Supplementary Figs. 2 and 3.

### Cell cycle analysis

Cell-cycle distribution was determined by flow-cytometric analysis. Briefly, cells were treated as indicated, fixed with 70% ethanol, stained with FxCycle PI/RNAse staining solution (Invitrogen), and analyzed using a BD Bioscience LSR II flow cytometer. At least 10,000 cells per condition were analyzed with data shown representing the mean of three independent experiments.

### STING re-expression

A STING cDNA in the pUNO3 vector was obtained from InvivoGen (San Diego, CA). The STING ORF was PCR amplified with a 5′ *BamHI* and 3′ *NotI* restriction site and cloned into pLV-EF1a-IRES-Neo (Addgene # 85139). Lentivirus was produced by co-transfecting HEK293T cells with the STING ORF containing vector the packaging plasmids psPAX2 and pMD2.G (Addgene #12260 and 12259). STING-KO cells were transduced and selected with 800 µg/mL G418.

### Immunofluorescence analysis of H2AX foci

Cells were grown in chamber slides (Thermo Fisher), treated as indicated, fixed in 4% neutral buffered formaldehyde, permeabilized with 0.1% Triton X-100, and blocked with 1% bovine serum albumin in PBS-tween containing 5% goat serum. Slides were incubated with antibody to phospho-H2AX (1:500, Millipore) followed by incubation with goat-anti-mouse Alexa555 (1:750, Invitrogen) and mounted with Prolong gold antifade reagent with DAPI (Invitrogen). Cells were analyzed on a Leica SP5 confocal microscope with ×63 objective or EVOS M5000 Fluorescent Microscope with ×63 objective. Cells with 10 or more γH2AX foci were scored as positive^51,63–65^. Data presented are mean ± SEM of 2–3 biological replicates with >50 cells scored per experimental condition as indicated in the figure legend.

### Markers of mitotic catastrophe

Cells were grown in chamber slides (Thermo Fisher), treated as indicated, fixed in 4% neutral buffered formaldehyde, permeabilized with 0.1% Triton X-100, and blocked with 1% bovine serum albumin in PBS-tween containing 5% goat serum. Slides were incubated with α-tubulin antibody (1:1000, Sigma-Aldrich) followed by incubation with goat-anti-mouse Alexa488 (1:1000, Invitrogen) and mounted with Prolong gold antifade reagent with DAPI (Invitrogen). Cells with nuclear fragmentation, defined as the presence of two or more distinct nuclear lobes within a single cell were defined to be undergoing mitotic catastrophe as previously reported^29–31,66^. Data presented are the mean ± SEM of three independent experiments with >50 cells scored per experimental condition.

### Neutral comet assay

Neutral comet assay was performed according to the manufacturer’s protocol (Trevigen). Briefly, cells were treated with RT (three daily fractions of 2 Gy followed by a single 8 Gy fraction on the final day), trypsinized, washed with PBS and suspended in LM Agarose (Trevigen). Electrophoresis in neutral conditions was conducted at 21 V for 1 h in the CometAssay Electrophoresis System (Trevigen). Data were collected with an EVOS M5000 Fluorescent Microscope. Data were analyzed using OpenComet software^67^. Data presented are mean ± SD for over 195 cells from three independent experiments.

### In vivo tumor growth delay

In all, 4–6-week-old female athymic nude mice (*Foxn1*^*nu*^, Envigo; FaDu and Detroit562 xenografts) or C57BL/6J (The Jackon Laboratory; MOC1 xenografts). Tumor xenografts were established by injection of 5 × 10^6^ (FaDu and Detroit562) or 10 × 10^6^ (MOC1) tumor cells subcutaneously into the right hind leg. When tumors reached ~200 mm^3^ animals were randomized into the specified groups. Radiation was delivered locally using a Siemens 250 kV orthovoltage unit at a dose rate of 6.42 Gy/min with a 2-mm aluminum filter (Siemens). Quality assurance was performed monthly using a P.T.W. 0.3 cm^3^ ionization chamber calibrated to NIST standards and quarterly dosimetry using thermoluminescent dosimeter-based or ferrous sulfate-based dosimeters. SB11285 was dissolved in normal saline and delivered via tail vein injection for FaDu and Detroit562 experiments or intraperitoneal injection for MOC1 experiments at the indicated dose. A single dose of SB11285 was delivered just prior to the first radiation treatment. Tumor size was measured three times per week and calculated according to the formula (L × W^2^)/2. Tumor growth delay was calculated as the time to reach a specified volume (e.g. 400 mm^3^ or 600 mm^3^ which represent tumor doubling or tripling) in the treated mice relative to untreated mice as has been previously described^65,68^ and as such accounts for differences in baseline tumor growth. Data are expressed as a mean ± SEM tumor volume. Group sizes are specified in the respective figure legends. All experimental procedures were approved in accordance with IACUC and Yale University institutional guidelines for animal care and ethics and guidelines for the welfare and use of animals in cancer research.

### Detection of intracellular ROS

Cells were plated in 10 cm dishes and irradiated as indicated. Adherent cells were incubated with 5 μM CM-H2DCFDA (5-(and-6)-chloromethyl-2′7′-dichlorodihydrofluorescein diacetate acetyl ester; Invitrogen) for 30 min at 37 °C, then the cells were washed once with PBS. Stained cells were collected by trypsinization and resuspended in PBS. ROS generation was assessed by flow cytometry (excitation, 488 nm; emission, 515–545 nm) with 2 × 10^4^ cells for each condition.

### Determination of glutathione peroxidase activity

The activity of glutathione peroxidase (GPx) was evaluated by colorimetric assay according to manufacturer’s protocol from Abcam (GPx Activity Kit; ab102530). In brief, 2 × 10^6^ cells were collected and depleted of all GSSG by incubating the sample with glutathione reductase (GR) and reduced glutathione (GSH) for 15 min. GPx activity was determined by adding cumeme hydroperoxide and incubating for 0 and 5 min. The absorbance was determined at OD340.

### Patient cohort and tissue microarrays

We analyzed retrospectively collected, formalin-fixed, and paraffin-embedded (FFPE) tumor specimens which were in TMA format. Specimens were collected and used with specific consent or waiver of consent under the approval from the Yale Human Investigation Committee protocol #9505008219. The HNSCC cohort (YTMA329) contained 186 oropharynx tumors resected between 2001 and 2012 from both primary and metastatic lymph node sites. For our analysis, we included only the patients in the cohort who had primary site specimens and removed from analysis samples resected from metastatic lymph node sites, leaving us with specimens from a total of 52 patients. Detailed clinicopathologic information of the patients analyzed is presented in Supplementary Table 2. We built a custom ‘index’ TMA (YTMA419) for reagent titration, assay validation, and reproducibility assessments. This index TMA contained FFPE cores of normal kidney tissue and both normal and cancerous breast tissue which were used for negative STING controls and cores of normal lymph node tissue and HNSCC samples for positive STING controls. The TMA also contained FFPE prepared parental FaDu cells and FaDu STING KO cells. Cell-line TMA construction has been published in detail elsewhere^39^. Please see supplementary materials for further details.

#### Materials

SB11285 was obtained through a research agreement with Spring Bank Pharmaceuticals (now F-Star Therapeutics).

### TCGA analysis

RNA-sequencing data and the clinical metadata with a total of 546 samples in read counts (HTSeq-Counts) of head and neck cancer were obtained from the TCGA data portal (https://portal.gdc.cancer.gov/). The clinical information of the 546 samples was filtered to exclude the samples from solid tissue normal and only the samples from primary tumor and metastatic samples (*n* = 501) were analyzed. X-Tile cut-point finder software was used to determine thresholds to define low and high STING expression in TCGA head and neck cancer cohort. Overall survival (OS) curve was constructed using the Kaplan–Meier analysis with a follow-up of 10 years and statistical significance was determined using the log-rank test.

### Statistical analysis

Results are expressed as mean ± SEM unless otherwise indicated. GraphPad Prism 7.0 software (GraphPad software, Inc., La Jolla, CA) was used for statistical analysis as described within Results. *P*-value ≤ 0.05 was considered statistically significant. All tests are two-tailed unless otherwise indicated.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

CRISPR screening data (GSE147084) and RNA-sequencing data (GSE147085) to the Gene Expression Omnibus (GEO). Further data associated with this study are available by reasonable request to the corresponding author. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: STING enhances cell death through regulation of reactive oxygen species and DNA damage
**Source:** Nat Commun. 2021 Apr 19;12:2327. doi: 10.1038/s41467-021-22572-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: **List of Significantly Altered Genes after STING Knockout.**

File Name: Supplementary Data 2

Description: **Gene List and Associated Fold-changes for Genes in Figure 4b.**

How the deposited data were processed for this re-analysis (not part of the article)

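Gene expression was measured by RNA-Seq in FaDu cells, an HNSCC line, with STING (WT) and without it (KO), unirradiated or after 4 daily fractions of 2 Gy, with 3 libraries per group. Groups and replicates were taken from the sample labels and checked against the column heads of Supplementary Data 2. The deposited columns carry other names than the sample labels. They were assigned to WT and KO because their values, divided by the mean of the unirradiated WT columns, equal those of Supplementary Data 2. TMEM173 was also lower in every column assigned to KO. The other cell lines, protein, flow cytometry, foci, GPX activity and animal data of the paper were not analysed here.

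The authors deposited transcripts per 1000000 (TPM) for each gene and library, made from polyadenylated RNA sequenced as paired ends, with 58288 genes listed and none filtered out. Of these, 25770 were at 0 in all 12 libraries. Each library sums to 1000000, and the authors applied no scaling between libraries. The aligner or quantification tool, the genome annotation and the strand setting are not named in the paper's text. TPM keeps no depth, so no counting error could be attached to a value, and the spread between the 3 libraries of a group is the measure of error. None of 20 housekeeping genes was listed at 0 in any library, and their lowest TPM was 19.9. The labels do not give a sequencing batch or date, so none could be examined.

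From the deposited TPM, log2(TPM + 1) was computed for the 15973 genes with a TPM of at least 1 in 3 or more of the 12 libraries. A linear model with 4 group means was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend; 8 residual degrees of freedom), giving 5 contrasts, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. This differs from the authors' analysis, which used DESeq2, a method for counts. Applied to simulated data with 200 changed genes among 15973, the same code called 134 of them (67%), and 6 unchanged genes. It called 38.2% of those changed by 0.5 on the log2 scale, 70.3% of those changed by 1 and 92.6% of those changed by 2.

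The 10 gene lists were tested with camera (preset inter-gene correlation 0.01), with fry, with camera using an estimated correlation and with fgsea 1.28.0 (10000 permutations), adjusting over the 10 lists within a contrast. The lists cover the interferon-gamma response, reactive oxygen species regulation, NADPH oxidases, antioxidant genes, NRF2, p53 and NF-kB targets, double-strand break repair, and the S phase and G2/M genes of Seurat 5.3.0. Apart from the last pair they were compiled from general knowledge, since the Hallmark and gene-ontology sets were not used here. Over-representation was tested with two-sided Fisher's exact tests against all tested genes. The 150 genes of the paper's heatmap were taken from the ranks of Supplementary Data 1. In that table 3 symbols are stored as numbers, which read as dates correspond to MARCH8, SEPT6 and SEPT3. Comparisons of single values used two-sided exact permutation tests of 3 against 3 libraries, which cannot give a p below 0.1. Log2 ratios of mean TPM, without a pseudocount, were set beside the paper's log2 fold changes.

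Genes are named in the text by a rule: TMEM173, the genes the paper names in its RNA-Seq results, the GPX family, the genes whose symbols differ between Supplementary Data 1 and Supplementary Data 2, the 5 largest changes in each direction for the KO effect in unirradiated cells, and the 3 largest in each direction for the radiation effect in WT cells and for the interaction, among genes past the threshold whose libraries do not overlap between groups. Other genes were chosen after their values were seen: CDKN1A, TGFB1, IL1B and F2RL1, which are members of the list of reactive oxygen species regulators, IFNL1, IFNL2, IFNL3, MIR1244-1 and PTMA. The result of a further member of that list is not reported here.

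These samples, designs, lists, rules and alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, median-of-ratios factors, quantile normalization, eBayes without trend, the replicate number as a block, fits to only the 6 libraries compared, each library left out in turn, the other set tests, the gene names printed in Supplementary Data 2, and for over-representation only the genes lower in KO, or the list without ISG15, HERC5, KLF4 and DUOX2. Identifiers were matched to GENCODE release 29 on GRCh38 (57980 matched, 55661 with the version number) for coordinates, which covered 99.7% of the tested genes.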

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

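The tests of the size of the interaction without single libraries, of scaling, of genotype labels and of overlapping genes for the interaction, of the pseudocount and of correlation for the interferon-gamma genes, and both tests for IFNL1 were chosen only after the result was seen.

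The effect of radiation differed between KO and WT cells, past the threshold of the interaction test, for 3 of 15973 genes, by 1.21 on the log2 scale for MPP7, 1.01 for MRE11 and 0.87 for AHNAK. MPP7 went from 17.7 ± 0.83 to 13.2 ± 0.67 TPM in WT and from 8.49 ± 0.20 to 15.7 ± 0.34 TPM in KO cells (SD, n = 3 each). MRE11, which takes part in double-strand break repair, went from 25.9 ± 2.16 to 17.7 ± 0.77 TPM in WT and from 17.3 ± 1.32 to 24.5 ± 2.14 TPM in KO cells. AHNAK went from 274.5 ± 24.3 to 132 ± 5.05 TPM in WT and from 288 ± 15.6 to 254 ± 2.85 TPM in KO cells. Among 100 draws that exchanged radiation labels within each genotype, the real one included, 10 gave at least 3 genes past the threshold, so a count of this size is within what other splits of the samples give. When each library was left out in turn, the interaction stayed at 1.17 or more for MPP7, 0.94 or more for MRE11 and 0.81 or more for AHNAK, which argues against a single library as the source of the difference. The largest adjusted p of these fits was 0.0046 for MPP7, 0.099 for AHNAK and 0.13 for MRE11. For AHNAK and MRE11 the call was lost in 6 and 9 of the 12 fits, which also have fewer samples, so how far the call rests on any library is left open. The larger adjusted p of quantile normalization and median-of-ratios factors was 7.0e-04 for MPP7, 0.011 for AHNAK and 0.049 for MRE11. This argues against a difference in scaling between the libraries, by a narrow margin for MRE11. The number of KO libraries with TMEM173 at or above the lowest WT library was 0, which argues against exchanged labels of single libraries. It cannot decide on an exchange of all of them, because TMEM173 was also looked at when the columns were assigned. Reads shared with overlapping genes are argued against by 0 overlapping genes with a mean TPM of at least 1 for MPP7 and 0 for AHNAK. They stay open for MRE11, which has 2 such genes, AP000786.1 on the same strand and ANKRD49 on the opposite strand. That STING alters the response of these genes to radiation may be an explanation as well, and it is a hypothesis that these libraries raised and did not test separately.

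The median difference between the radiation effects in KO and WT cells was -0.086 over the 163 tested interferon-gamma response genes, 57 of them higher and the others lower. With each library left out in turn it lay between -0.13 and -0.061, without WT unirradiated replicates 2 and 3, respectively. No list gene was past the threshold over all genes (0), with 31 at an unadjusted p under 0.05 and 7 past the threshold when adjusted over the list alone. Camera placed the list apart (adjusted p = 4.5e-06). A pseudocount that compresses low values in KO cells would act on genes with low TPM in a group, yet the median was -0.065 over the 124 list genes with a mean TPM of at least 5 in every group, 77 of them lower, and lay between -0.092 and -0.031 when each library was left out in turn. Over the other 39 genes it was -0.29, and with a pseudocount of 0.1, which compresses less, it was no nearer to 0 (-0.32, and between -0.50 and -0.23 without single libraries). Both values argue against such compression. Correlation between the genes of the list stays open as the reason for the camera call, because the adjusted p was 0.44 with fry and 0.56 with an estimated correlation. A weaker radiation response of interferon-stimulated genes without STING may also underlie the shift, as a hypothesis.

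Radiation changed many genes that the paper's RNA-Seq results do not discuss. In WT cells 597 genes were past the threshold, 240 lower and 357 higher (2910 at an unadjusted p under 0.05), and in KO cells 590 were, 271 lower and 319 higher (2896 at an unadjusted p under 0.05). The balance of lower and higher genes depended on scaling, with 48.9% lower in WT and 54.8% in KO cells under median-of-ratios factors and 47.0% and 53.2% after quantile normalization, against 40.2% and 45.9% here. Without such scaling, 319 genes were past the threshold in both, 315 of them in the same direction. Across genes, the radiation effects in WT and KO cells, which share no library, correlated with an r of 0.31, against 0.00035 in simulated unchanged groups. In each genotype the real split was the 1 split among the 10 of its 6 libraries that gave as many genes, and the largest count of another split was 4 in WT and 6 in KO. With 10 splits the share cannot fall below 0.1. Mitochondrial genes held 10.1% ± 0.83 of TPM in unirradiated and 10.6% ± 0.53 in irradiated WT cells, and 9.78% ± 0.77 and 11.3% ± 0.59 in KO cells (SD, n = 3). With TPM recomputed without them, 620 genes were past the threshold in WT cells and 656 in KO cells, which argues against a change in the mitochondrial share as the cause. The largest increases in WT cells were STC1, by 1.80 (SE 0.100, adjusted p = 1.3e-05), AL139300.1, by 1.64 (SE 0.38, adjusted p = 0.041), and IL6, by 1.64 (SE 0.18, adjusted p = 0.0011). IL6 went from 1.78 ± 0.23 to 7.66 ± 0.59 TPM in WT and from 1.58 ± 0.76 to 3.06 ± 0.11 TPM in KO cells, an interaction of -0.94 (adjusted p = 0.62). The largest decreases were SNORA6, with a change of -2.19 (SE 0.52, adjusted p = 0.047), KRT4, with -1.42 (SE 0.11, adjusted p = 9.7e-05), and SERPINB13, with -1.23 (SE 0.070, adjusted p = 1.3e-05). SNORA6 lies within RPSA, and AL139300.1 overlaps KLC1 and APOPT1, all on the same strand, so their reads could have been split. The adjusted p of SNORA6 reached 0.14 and that of AL139300.1 0.15 across the alternatives. A response of the cells to radiation remains the open biological explanation, as a hypothesis.

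IFNL1, a type III interferon gene that the paper does not discuss, was listed at 0 in all 6 KO libraries and above 0 in all 6 WT libraries, at 0.51 to 2.18 TPM (mean 1.06). The values are too low for the filter on low values, and the number of reads behind them is unknown. IFNL2 and IFNL3, whose sequences are similar, were also at 0 in the KO libraries, and the higher of their means over the WT libraries was 0.20 TPM. A sharing of reads among the 3 genes can therefore not be told apart from expression of IFNL1 alone, because all 3 go the same way. A difference in detection between WT and KO libraries was checked by the number of genes listed above 0. Every KO library was below every WT library in 1 of the radiation arms, the irradiated one, and not in the unirradiated arm (23188 to 25043 genes in WT and 23255 to 24359 in KO libraries over both arms). Unirradiated KO replicates 2 and 3 listed 24341 and 24359 genes, above every unirradiated WT library (at most 23891), and KO replicate 1 listed 23417. This argues against poorer detection as the reason in KO replicates 2 and 3. It leaves that explanation open for KO replicate 1 and for the irradiated libraries. Loss of interferon lambda expression without STING may be an explanation, and it is a hypothesis.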

How the results depend on the processing

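No test in this part was chosen after the result was seen. Each alternative changed one choice at a time.

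Apart from fits that left out a library, 394 values of the list tests, counts and averages were recomputed, of which 345 kept their direction and their side of the threshold, or for counts and averages stayed within their limits. The decrease of the interferon-gamma list in unirradiated and irradiated KO cells kept its direction and stayed past the threshold under all 10 alternatives, with medians of -0.23 to -0.15 and -0.25 to -0.21, as did the decrease of the G2/M list with radiation. The over-representation of reactive oxygen species genes stayed past 0.05 in every alternative. Among genes named on their own, 15 other values became weaker and 1 stronger.

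The number of genes past the threshold depended most on which libraries were fitted. With only the 6 libraries of the groups compared, it was 103 in place of 276 for the KO effect in unirradiated cells, 252 in place of 573 for the KO effect in irradiated cells, 166 in place of 597 for radiation in WT and 195 in place of 590 for radiation in KO cells. Such fits have fewer samples to estimate the spread. With the replicate number as a block (replicate block), the counts were 211, 378, 315 and 359, and 1 in place of 3 for the interaction. Deviations from the group means of libraries with the same number correlated between -0.060 and 0.064, against -0.070 to 0.057 for different numbers, so the numbers do not pair the libraries. The interaction also gave 7 genes with no filter on low values and 1 with eBayes without trend; the cause was not tested. Dividing by median-of-ratios factors gave 308 genes for the KO effect in unirradiated cells, 194 lower and 114 higher, in place of 202 lower and 74 higher (63.0% against 73.2% lower), and 267 of the 276 genes stayed past the threshold.

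Over the 12 fits that each left out one library, the count for the KO effect ranged from 172 to 292 in unirradiated and from 313 to 542 in irradiated cells. For radiation it ranged from 242 to 526 in WT and from 268 to 553 in KO cells, with the lowest without KO unirradiated replicate 2, WT irradiated replicate 1, WT irradiated replicate 1 and KO unirradiated replicate 2, in that order. For the interaction it ranged from 1, without KO unirradiated replicate 1 or 2, WT irradiated replicate 2 or 3 or KO irradiated replicate 2, to 9, without KO irradiated replicate 1. The number of the paper's Supplementary Data 1 genes past the threshold ranged from 161, without KO unirradiated replicate 2, to 266. Such fits have fewer samples.

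The average of the top 150 list kept its direction in all comparisons and moved by more than its replicate SD as follows. With a pseudocount of 0.1, it was -1.68 for the KO effect in unirradiated cells, -1.75 in irradiated cells, 0.33 and 0.26 for radiation in WT and KO cells and -0.075 for the interaction, since a smaller pseudocount compresses low genes less. With no filter on low values, the KO effects were -1.16 and -1.25, and with a mean TPM of at least 5 they were -1.63 and -1.81, radiation in WT 0.35 and the interaction -0.19, since the sets of genes differ. After quantile normalization the KO effect in irradiated cells was -1.36 and radiation in KO cells 0.13, and with the names printed in Supplementary Data 2 the KO effect in irradiated cells was -1.34; the cause of these was not tested.

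Of the set tests, the NRF2 targets lost their increase in KO cells, as a call, most often. With a mean TPM of at least 5 the median was 0.068 in unirradiated and 0.055 in irradiated cells, after quantile normalization 0.084 and 0.082, and with an estimated correlation, which leaves the medians at 0.069 and 0.062, the adjusted p was 0.12 and 0.13. Fry lost it in unirradiated cells (0.069, adjusted p = 0.059). Leaving out a library lost it in 5 of the 12 fits in unirradiated cells (medians of 0.041 to 0.074 over the 12, adjusted p up to 0.15) and in 4 of the 12 in irradiated cells (0.047 to 0.076, adjusted p up to 0.13), where the fits have fewer samples. An estimated correlation also lost the increase of the G2/M list in unirradiated KO cells (median 0.051, adjusted p = 0.085) and that of the interferon-gamma list with radiation in WT cells (0.075, adjusted p = 0.33). Together with fry it lost the interaction of the interferon-gamma list (-0.086). Calls were gained by the list of reactive oxygen species regulators under fry and fgsea (-0.032 in unirradiated and -0.044 in irradiated KO cells), by the NADPH oxidase list (-0.039) and the p53 targets (-0.038) in irradiated KO cells under fry (adjusted p = 0.025 for both), and by the G2/M list for the interaction after quantile normalization (0.066, adjusted p = 0.043). Fry asks whether the genes of a list changed at all and camera whether they changed more than other genes, so they can differ by construction; the cause of the other changes was not tested.

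Lists far from the threshold reversed in the direction of their test, and in part of their median. These were the NADPH oxidase list in unirradiated KO cells with a mean TPM of at least 5 (0.034), the S phase list in unirradiated (0.018) and irradiated KO cells (-0.0044) and the double-strand break repair list in irradiated KO cells (-0.0096) with median-of-ratios factors, the p53 (0.0078) and NF-kB targets (0.018) in unirradiated KO cells after quantile normalization, and the antioxidant list in unirradiated KO cells under fry (-0.0077). The cause was not tested. Over the 12 fits that each left out one library, medians ranged from -0.092 to 0.058 for NADPH oxidases, -0.073 to 0.060 for NF-kB targets, -0.033 to 0.0096 for p53 targets and -0.034 to 0.0081 for the S phase list in unirradiated KO cells. They ranged from -0.035 to -0.0063 for the S phase list and -0.047 to -0.014 for the double-strand break repair list in irradiated KO cells, and from -0.0015 to 0.033 for the interaction of the NRF2 targets. Single genes far from the threshold also reversed in unirradiated KO cells, with ranges of -0.53 to 0.0080 for GPX2, -0.13 to 0.026 for IRF3, -0.033 to 0.056 for TBK1 and -0.165 to 0.18 for ZNF106. Such fits have fewer samples. TPM keeps no depth, so how far depth limits the genes near the filter cannot be said.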

Differences from the paper's values

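No test in this part was chosen after the result was seen.

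The paper reports 1075 genes altered in STING KO cells, of which its Supplementary Data 1 lists 508 as lower and 567 as higher. Here 276 genes were past the threshold in limma on log2(TPM + 1), 202 lower and 74 higher. None of the alternatives set before the data were examined closed the gap for any of these counts. The largest count among them was 308 genes, with median-of-ratios factors.

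The paper's log2 fold change of ZNF10 is -1.05, and the log2 ratio of mean TPM here was -0.63. The ratio was -0.77 without KO unirradiated replicate 2, which lay within the replicate SD of these libraries (0.31) from the paper's value. Median-of-ratios factors, quantile normalization and leaving out any other unirradiated library did not close the gap. For OASL the paper's value is -7.51 and the ratio here -7.12, and none of the same alternatives closed the gap. For ALDH1A1 the paper's value is 1.40 and the ratio here 1.19. Under some alternatives the ratio came within the replicate SD (0.19) of the paper's value, without reaching it. These were median-of-ratios factors (1.21), quantile normalization (1.24), and leaving out WT unirradiated replicate 3 (1.23) or KO unirradiated replicate 1 (1.27). The ratio stayed outside that SD without unirradiated WT replicate 1 or 2 or KO replicate 2 or 3.

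The paper names DUOX2 among the genes identified by RNA-Seq. Here its TPM was below the filter on low values, so it was tested only in the fit with no filter, where its limma adjusted p was 0.85. In that fit the pseudocount of 1 compressed its log2 fold change to -0.11, so the fit could hardly call it. The log2 ratio of mean TPM was -1.53, and the paper's log2 fold change is -1.55. Supplementary Data 1 also lists GPX3 and ZNF10. The adjusted p of GPX3 was 0.17 here, and 0.011 without KO unirradiated replicate 3, the setting that called it. ZNF10 had an adjusted p of 0.15 and was not called in any alternative. Supplementary Data 2 shows RBMX2, PODXL2 and ZNF106 among the top 150 downregulated genes. In unirradiated KO cells, the log2 ratios of mean TPM were -0.081 for RBMX2 and 0.033 for ZNF106, and PODXL2 had a mean TPM of 0.017 against 0.013 in WT cells. Of the 1038 tested genes of Supplementary Data 1, 779 were not past the threshold here, and 19 of the genes it lists had mean TPM in the opposite direction.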

Other observations

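The comparison of neighbouring windows and the GC and length test were set before their results were seen, while the test of chance arrangement, the tests of the G2/M list, of the Supplementary Data 1 genes and of MIR1244-1, and the choice of chromosomes 1, 5, 15 and 17 and of the 40 Mb boundary were chosen only after the result was seen.

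In irradiated cells, 573 genes differed past the threshold between KO and WT cells, 425 lower and 148 higher in KO (2855 at an unadjusted p under 0.05), and 218 of the 276 genes of the unirradiated comparison were among them, 217 in the same direction. The comparisons share no library, and their log2 fold changes correlated across genes with an r of 0.43, against -0.0019 in simulated unchanged groups. For both comparisons the real split was the 1 split of the 10 that gave as many genes, and the largest count of another split was 3 in each. A share below 0.1 is not possible with 10 splits. The KO effect in unirradiated cells and the radiation effect in WT cells, which share the unirradiated WT libraries, correlated with an r of 0.21, where unchanged groups give 0.50 through the shared libraries alone.

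Of the tested genes of the paper's Supplementary Data 1, 779 were not past the threshold here. If KO and WT did not differ for these genes, the irradiated libraries would give the listed direction about as often as other genes do. This assumes that irradiated libraries did not enter the paper's selection, whose fold changes follow the unirradiated ones. In the irradiated libraries 91.1% of the 779 had the direction the paper lists, against a mean of 60.4% and a maximum of 66.4% in 1000 random draws of genes. This argues against no difference between KO and WT cells for most of them, and the count of genes past the threshold is therefore a lower count than the number that differ. The median absolute log2 fold change the paper lists is 0.32.

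The KO effect shifted together for genes that lie near each other. In 303 windows of 50 neighbouring tested genes, the SD of the window medians was 0.0474 in unirradiated cells, against a maximum of 0.0309 in 1000 shuffles of the genes, which argues against a chance arrangement of genes. Window medians of the KO effect correlated between unirradiated and irradiated libraries with an r of 0.73, and of 0.75 after trends with GC content and transcript length were removed (shuffled maximum 0.411), which argues against those trends as the whole cause. Neighbouring windows correlated with an r of 0.64 in unirradiated and 0.70 in irradiated cells for the KO effect, and of 0.082 in WT and 0.183 in KO cells for the radiation effect (shuffled maximum 0.193 and 0.182). The radiation effect also passed the shuffles in other measures. The SD of its window medians in WT cells was 0.0377 (shuffled maximum 0.0328), and these medians correlated between WT and KO cells with an r of 0.488 (shuffled maximum 0.452). Those measures are therefore not specific to the KO effect. All 22 windows of chromosome 1 above 40 Mb and all 10 of chromosome 15 were higher in KO in both arms, with median log2 fold changes of 0.068 and 0.053 in unirradiated cells, against -0.021 over all tested genes. All 19 windows of chromosome 17 lay below that value in unirradiated cells, the highest at -0.029, with a median of -0.084 over its genes. Of 555 higher Supplementary Data 1 genes outside the interferon-gamma and top 150 lists, 212 (38.2%) lie on chromosomes 1 and 15, which hold 13.5% of the tested genes, and 48 of 321 lower ones (15.0%) lie on chromosome 17, which holds 6.37%. Chromosome 5, which carries TMEM173, holds 48 higher and 12 lower ones, with medians of 0.013 in unirradiated and 0.038 in irradiated cells. The window that spans TMEM173 had medians of -0.0025 and 0.035. Whether the shift there is tied to the targeted locus was not tested. One hypothesis is a difference in DNA copy number between the WT and KO cell populations, which may have arisen as the lines were derived, and the correlation of neighbouring windows is what it needs. The shift of chromosome 1 above 40 Mb amounts to 4.79%, not centred on the median of all tested genes, so the difference would have to be present in part of the cells or among many copies. DNA was not analysed here, and a regional effect of STING on transcription is not excluded.

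The paper reports no cell cycle changes by flow cytometry. In RNA, the median of the 52 tested G2/M genes was 0.051 in unirradiated KO cells, with 38 higher (camera adjusted p = 8.6e-04), and 0.11 in irradiated KO cells, with 43 higher (adjusted p = 1.0e-06). In unirradiated cells 2 genes were past the threshold, and 2 when adjusted over the list alone; in irradiated cells 0 were, and 5 when adjusted over the list alone. Correlation between the genes of the list is argued against as the cause in irradiated cells, where the adjusted p was 0.016 with an estimated correlation, and cannot be told apart from a shift in unirradiated cells, where it was 0.085. With radiation the median was -0.18 in WT (adjusted p = 5.4e-15) and -0.14 in KO cells (adjusted p = 1.0e-09), and the interaction was 0.052 (adjusted p = 0.24). The 42 S phase genes had medians of -0.0053 in unirradiated and -0.027 in irradiated KO cells (camera adjusted p = 0.94 and 0.87), with 0 genes past the threshold in either and 5 and 7 at an unadjusted p under 0.05. A larger share of G2/M cells without STING may be an explanation and is a hypothesis.

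Other lists were not set apart between KO and WT cells by camera, except the NRF2 targets. In unirradiated and irradiated cells, the medians were -0.048 and -0.031 for 36 double-strand break repair genes (adjusted p = 0.38 and 0.90), -0.016 and -0.038 for 27 p53 targets (adjusted p = 0.95 and 0.56) and -0.020 and -0.10 for 17 NF-kB targets (adjusted p = 0.96 and 0.14). One gene of each list was past the threshold in unirradiated cells, and 1, 1 and 2 genes when adjusted over the list alone. In irradiated cells 1, 3 and 1 genes were, and 1, 5 and 4 when adjusted over the list alone. In irradiated KO cells the median was 0.035 for antioxidant genes (adjusted p = 0.14), -0.039 for NADPH oxidases (adjusted p = 0.56) and 0.062 for NRF2 targets (adjusted p = 0.044). With radiation the NRF2 targets had a median of -0.14 in WT (adjusted p = 6.4e-08) and -0.18 in KO cells (adjusted p = 7.5e-08). The antioxidant genes had one of -0.11 in WT (adjusted p = 1.3e-05, and 0.012 with an estimated correlation). In KO cells theirs was -0.067 (adjusted p = 3.1e-04, and 0.030 with an estimated correlation). The NF-kB targets had one of 0.37 in WT (adjusted p = 7.7e-06, and 0.10 with an estimated correlation). In KO cells theirs was 0.23 (adjusted p = 3.1e-04, and 0.18 with an estimated correlation).

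The paper measured GPX activity, and its Supplementary Data 1 lists GPX3. In unirradiated KO against WT cells, no GPX gene was past the threshold. The log2 fold change was 0.81 for GPX1 (adjusted p = 0.56), -0.25 for GPX2 (adjusted p = 0.71), -0.56 for GPX3 (adjusted p = 0.17), 0.022 for GPX4 (adjusted p = 0.86) and -0.64 for GPX8 (adjusted p = 0.087). The adjusted p of GPX8 was 0.024 with only the 6 libraries compared and 0.016 without WT irradiated replicate 1. GPX1 varied within groups, from 40.7 to 131 TPM among the unirradiated WT libraries. After radiation the KO effect was 0.30 for GPX1, 0.43 for GPX2, -0.056 for GPX3, -0.075 for GPX4 and 0.41 for GPX8 (adjusted p of 0.21 or more for each). GPX5 and GPX6 were listed at 0 in every library, and GPX7 had a mean TPM of at most 0.085 in any group. The paper examined the phosphorylation of TBK1 and names IRF3 in a pathway downstream of STING. In unirradiated KO cells the log2 fold change was 0.012 for TBK1 (adjusted p = 0.95) and -0.057 for IRF3 (adjusted p = 0.91).

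MIR1244-1, at rank 2 of the paper's Supplementary Data 1, is annotated over 85 bp within PTMA. It was above 100 TPM in 3 of the 6 WT libraries, up to 1031 TPM, and at most 0.40 TPM in the other libraries, so its limma adjusted p was 0.65. If its reads were taken from PTMA, PTMA should fall in those libraries. The mean fall of PTMA there was -5.69 TPM, that is, PTMA did not fall on average, but TPM is divided by length, so reads that move between a short and a long gene are not conserved in TPM. The test is void for that reason, and shared reads cannot be told apart from expression of the microRNA gene.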
